# Heterologous Overexpression of Poplar *SnRK2* Genes Enhanced Salt Stress Tolerance in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2016.00612

**Published:** 2016-05-09

**Authors:** Xueqing Song, Xiang Yu, Chiaki Hori, Taku Demura, Misato Ohtani, Qiang Zhuge

**Keywords:** *SnRK2*, overexpression, salt stress, transport, metabolism, salt tolerance, poplar

## Abstract

Subfamily 2 of SNF1-related protein kinase (SnRK2) plays important roles in plant abiotic stress responses as a global positive regulator of abscisic acid signaling. In the genome of the model tree *Populus trichocarpa*, 12 *SnRK2* genes have been identified, and some are upregulated by abiotic stresses. In this study, we heterologously overexpressed the *PtSnRK2* genes in *Arabidopsis thaliana* and found that overexpression of *PtSnRK2.5* and *PtSnRK2.7* genes enhanced stress tolerance. In the *PtSnRK2.5* and *PtSnRK2.7* overexpressors, chlorophyll content, and root elongation were maintained under salt stress conditions, leading to higher survival rates under salt stress compared with those in the wild type. Transcriptomic analysis revealed that *PtSnRK2.7* overexpression affected stress-related metabolic genes, including lipid metabolism and flavonoid metabolism, even under normal growth conditions. However, the stress response genes reported to be upregulated in Arabidopsis *SRK2C/SnRK2.6* and wheat *SnRK2.8* overexpressors were not changed by *PtSnRK2.7* overexpression. Furthermore, *PtSnRK2.7* overexpression widely and largely influenced the transcriptome in response to salt stress; genes related to transport activity, including anion transport-related genes, were characteristically upregulated, and a variety of metabolic genes were specifically downregulated. We also found that the salt stress response genes were greatly upregulated in the *PtSnRK2.7* overexpressor. Taken together, poplar subclass 2 *PtSnRK2* genes can modulate salt stress tolerance in Arabidopsis, through the activation of cellular signaling pathways in a different manner from that by herbal subclass 2 *SnRK2* genes.

## Introduction

Plants face various environmental stresses including drought, high salinity, and extreme temperatures. Such adverse circumstances can often lead to severe agricultural and industrial losses, so it is important to understand the molecular and physiological mechanisms that plants use to cope with abiotic stresses for further stable production of crops and biomass feedstock. Many studies have indicated that regulatory factors of protein phosphorylation play essential roles in response to environmental stimuli (Sopory and Munshi, 1998; Umezawa et al., 2013). One of the well-characterized protein kinases involved in stress responses is the group of sucrose non-fermenting 1 (SNF1)-related protein kinases (SnRKs; Halford and Hey, 2009). SnRKs are grouped into three subfamilies, SnRK1, SnRK2, and SnRK3 (Halford and Hey, 2009), and recent studies have indicated pivotal roles of plant-specific subgroups of SnRK2 and SnRK3 in the link between abiotic stress and abscisic acid (ABA) signaling to regulate metabolic pathways (Hrabak et al., 2003; Halford and Hey, 2009). Increasing evidence shows that SnRK2 proteins function as positive regulators of ABA signaling for stress responses, as well as development, in plants (Umezawa et al., 2013). In *Arabidopsis thaliana* (Arabidopsis) and rice, the SnRK2 family includes 10 members, such as SRK2A-SRK2J or SnRK2.1–2.10 in Arabidopsis and SAPK1-10 in rice (Yoshida et al., 2002; Hrabak et al., 2003; Kobayashi et al., 2004), and they are further classified into three subclasses based on their domain structures (Kobayashi et al., 2004). Most SnRK2 proteins are activated by abiotic stresses, while the members of subclasses 2 and 3 are also activated by ABA (Boudsocq et al., 2004, 2007; Kobayashi et al., 2004). In the current model, ABA-induced activation is largely explained by the interaction between SnRK2s and protein phosphatase type 2C (PP2C) proteins in the ABA signaling pathway (Leung et al., 1994, 1997; Meyer et al., 1994; Saez et al., 2004; Nishimura et al., 2007; Umezawa et al., 2009; Cutler et al., 2010; Ng et al., 2014). In the absence of ABA, group A PP2Cs physically bind to SnRK2s to dephosphorylate SnRK2s, resulting in the inhibition of ABA signal transduction, while in the presence of ABA, SnRK2 will be released from such inhibitory regulation by PP2C, because the soluble ABA receptor PYR/PYL/RCAR inhibits PP2C activity (Umezawa et al., 2009; Vlad et al., 2009).

In Arabidopsis, detailed analyses of subclass 2 (SRK2F/SnRK2.7 and SRK2C/SnRK2.8) and subclass 3 (SRK2D/SnRK2.2, SRK2I/SnRK2.3, and SRK2E/SnRK2.6) have revealed their redundant functions in ABA signaling for abiotic stress responses and developmental controls (Yoshida et al., 2002; Fujii et al., 2007; Fujii and Zhu, 2009; Fujita et al., 2009; Nakashima et al., 2009; Mizoguchi et al., 2010). Importantly, overexpression of *SnRK2* genes resulted in enhanced abiotic stress tolerance in Arabidopsis (AtSRK2C/SnRK2.8, Umezawa et al., 2004; TaSnRK2.3, TaSnRK2.4, TaSnRK2.7, and TaSnRK2.8, Mao et al., 2010; Zhang et al., 2010, 2011; Tian et al., 2013) and in rice (SAPK4; Diédhiou et al., 2008). Overexpression of *SnRK2* genes in Arabidopsis induced the upregulation of several important stress responsive genes, including RD29A and DREB1A/CBF3, and ABA biosynthetic genes, such as ABA1, under normal conditions (Umezawa et al., 2004; Zhang et al., 2011), suggesting that early and quick stress responses supported by the expression of such key genes may enhance stress tolerance in Arabidopsis. The rice *SAPK4* overexpressor showed increased salt tolerance, and major aspects of its tolerance were explained by changes in the expression of genes related to ion homeostasis and oxidative stress responses (Diédhiou et al., 2008). In the cases of SnRK2 overexpressors, the results clearly indicated that SnRK2 can function in abiotic stress responses in plant cells, through the modulation of stress response-related gene expression.

Comparative genomics studies have demonstrated that the core components of ABA signaling, PYR/PYL/RCAR, SnRK2, and PP2C, are well-conserved in land plant species (Umezawa et al., 2010), suggesting the evolutionary conservation of a molecular system involving these proteins in land plants. Indeed, the conserved molecular characteristics of SnRK2, such as transcriptional induction by abiotic stresses and activation by stress and/or ABA, have been reported for SnRK2 genes not only in Arabidopsis and rice, but also in other crop plants: maize (Huai et al., 2008; Vilela et al., 2012) and wheat (Holappa and Walker-Simmons, 1995; Gómez-Cadenas et al., 1999; Mao et al., 2010; Zhang et al., 2010, 2011; Tian et al., 2013). Additionally, we recently confirmed the physical interaction between SnRK2 and PP2C in a model tree *Populus trichocarpa* (poplar), and proposed the possibility that a similar molecular module containing SnRK2 and PP2C is involved in the ABA signaling pathway in trees (Song et al., 2015). However, information about the molecular functions of the poplar SnRK2 proteins is still limited. Recently, we evaluated the transcriptional regulation of *PtSnRK2* genes and found that some of them are upregulated by abiotic stresses in organ-specific manners, suggesting the involvement of PtSnRK2 in ABA-dependent and/or ABA-independent regulation of stress responses (Yu et al., unpublished data.).

In this study, to obtain further clues as to the molecular functions of PtSnRK2 proteins, we heterologously overexpressed the *PtSnRK2* genes in Arabidopsis. Our data indicated that poplar subclass II *PtSnRK2* genes can enhance the salt stress tolerance of Arabidopsis, and that poplar *PtSnRK2* overexpression would activate cellular signaling and stress response pathways in Arabidopsis in a different manner than that by the herbal subclass II *SnRK2* genes.

## Materials and methods

### Plant materials and growth conditions

Young shoots of black cottonwood, *P. trichocarpa* Torr. & A. Gray (poplar), grown in 15-cm-high plant pots, were used for the cloning of *PtSnRK2* cDNA. For the overexpression analysis, *A. thaliana* (Arabidopsis) plants (Columbia strain) were used. The growth conditions were described in Ohtani et al. (2011) for poplar and in Ohtani et al. (2013) for Arabidopsis.

### Plasmid construction and transformation

The coding sequences of *PtSnRK2* genes were cloned into the Gateway entry vector pENTR/D-TOPO or pCR8/GW/TOPO (Invitrogen), as described by Song et al. (2015), and were transferred to the destination vector pH35GS (Kubo et al., 2005) by the LR reaction using LR clonase II (Invitrogen). In the resulting plasmids, the *PtSnRK2* cDNA was expressed under the control of the cauliflower mosaic virus (CaMV) 35S promoter. The plasmids were electroporated into the *Agrobacterium tumefaciens* strain GV3101 (pMP90). A simplified version of the floral dip method was used for the transformation of Arabidopsis plants (Clough and Bent, 1998).

### Establishment of transgenic lines

For the screening of transgenic lines carrying the empty vector (vector controls) and *35S::PtSnRK2* (*PtSnRK2* overexpressors), T_1_ seedlings were grown in germination Murashige and Skoog (MS) medium containing 50 μg mL^−1^ hygromycin for 2 weeks, and the positive plants were transferred to soil for further growth. Although we failed to generate overexpressors of *PtSnRK2.2, PtSnRK2.6*, and *PtSnRK2.8*, more than 16 independent T_2_ lines were established for every other *PtSnRK2* genes.

To evaluate the expression levels of the introduced *PtSnRK2*, total RNAs were prepared from 7-day-old seedlings of the wild type, vector controls, and *PtSnRK2* overexpressors at the T_2_ generation using the RNeasy Mini kit (Qiagen). The first-strand cDNAs were synthesized using SuperScript III (Invitrogen) and subjected to RT-PCR analysis. The RT reaction was performed on a 20-μL scale, with 1 μL first-strand cDNA as a template for PCR, along with 0.5 μM of each gene-specific primer (see Table S2) and Ex Taq polymerase (TaKaRa). The PCR conditions were as follows: for the internal control gene *Ubp10*, 95°C for 5 min, followed by 35 cycles of 94°C for 20 s, 60°C for 30 s, and 72°C for 15 s, followed by 72°C for 7 min; for *PtSnRK2* genes (target genes), 95°C for 5 min, followed by 35 cycles of 94°C for 20 s, 60°C for 30 s, and 72°C for 1 min 15 s, and followed by 72°C for 7 min. The amplified PCR products were electrophoresed in 3 and 2% (w/v) agarose gels for the *Ubp10* and *PtSnRK2* genes, respectively, and gel images were analyzed using the AE-9020 E-shot II (ATTO; Figure S1). Information about the primer sets is provided in Table S11.

### Salt stress treatment

It is generally known that the expression level of *35S* promoter-driven genes would be decreased in T_3_ homozygous lines, so we decided to use T_2_ lines that were confirmed to show high expression levels of inserted *PtSnRK* genes as described above, for the salt stress treatment. Wild-type and transgenic T_2_ plants were grown at 22°C under LD conditions (16 h light/8 h dark) on 1/2-strength MS medium, after incubation at 4°C for 3 days. Then, 7-day-old plants were transferred to 1/2-MS medium plates with or without NaCl. For the survival rates and chlorophyll contents, 200 mM NaCl was included in the medium, and for the root growth phenotype, 100 mM NaCl was used. After an additional 4-day incubation, the numbers of surviving seedlings were counted to obtain survival rates (*n* = 20), and chlorophyll contents were measured as described below (*n* = 10). The primary root length was measured before and after a 5-day incubation on the NaCl plate, to calculate primary root elongation during salt stress treatment (*n* = 10). The treatments were repeated three times for survival rates and root length and six times for chlorophyll contents.

### Chlorophyll quantitation

Ten seedlings treated with 200 mM NaCl for 4 days were sampled in 3 mL (*N,N*-dimethylformamide, DMF). After incubation in DMF overnight at 4°C in the dark, A_646.8_, A_663.8_, and A_750_ were measured using the iMark Microplate Absorbance Reader (Bio-Rad). The chlorophyll quantitation was calculated by the formula:

[8.05 × (A_663.8_-A_750_) + 19.43 × (A_646.8_-A_750_) (μM) / the quantity of seedlings (mg)] (μM/mg) (Porra et al., 1989).

### *In silico* prediction of the three-dimensional structures of PtSnRK2 proteins

The amino acid sequences of PtSnRK2.5, PtSnRK2.7, and PtSnRK2.9 were submitted to the web-based SWISS-MODEL service (http://swissmodel.expasy.org/workspace/; Arnold et al., 2006), to build protein structure homology models using information on the crystal structure of the recombinant AtSnRK2.6 protein as a template (Ng et al., 2011).

### Microarray analysis

Seedlings of the wild-type and *PtSnRK2.7* overexpressor line 20 treated with or without 200 mM NaCl for 2 days were sampled for total RNA extraction. Microarray analysis was performed using ATH1 GeneChips (Affymetrix) according to the manufacturer's instructions on three independent biological replicates. Subsequent procedures of quality control, statistical analysis, and filtering were carried out using GeneSpring GX software (ver. 13.1; Agilent Technologies). Then, *p*-values were calculated for each probe using Welch's *t*-test (n = 3) for differences between the treated seedlings and the control seedlings, as well as between the wild-type and *PtSnRK2.7* overexpressor incubated without salt treatment. We used the Benjamin-Hochberg FDR method to control for false positives. A *p*-value cut-off of 0.01 was used to select genes whose expression changed with salt treatment. Fold-change values were also computed using GeneSpring GX, and we targeted those probes in which the change was upregulated or downregulated by more than 3-fold. Microarray data presented in this study were submitted to NCBI GEO (www.ncbi.nlm.nih.gov/geo/) and can be retrieved via accession number GSE79997.

### Gene ontology (GO) term analysis

Gene ontology (GO) term analysis was performed using the PANTHER classification system (Overrepresentation Test, release 20150430; Mi et al., 2013).

### Quantitative RT-PCR analysis

To evaluate the enhanced upregulation of salt stress response genes in *PtSnRK2.7* overexpressors, quantitative RT-PCR analysis was performed. Total RNAs were isolated from the seedlings treated with or without 200 mM NaCl for 2 days using Plant RNA Isolation Reagent (Invitrogen) and then purified using the RNeasy Mini Kit (QIAGEN). The first-strand cDNAs were synthesized as described above, and aliquots of the cDNA solution (0.5 μL for each gene) were used as templates for subsequent PCR amplification. The quantitative PCR analysis was performed using the LightCycler 480 System II (Roche) and LightCycler 480 SYBR Green I Master reagents (Roche). As an internal control, the *Ubc9* gene was used. Information on the primer sets is provided in Table S11.

## Results and discussion

### Overexpression of *PtSnRK2.5* and *PtSnRK2.7* improved salt stress tolerance in Arabidopsis

In the genome of *P. trichocarpa* (poplar), 12 PtSnRK2 genes have been identified (Song et al., 2015). For molecular functional analysis of PtSnRK2, we generated transgenic plants of *A. thaliana* (Arabidopsis) carrying the chimeric gene *35S::PtSnRK2*, in which the cDNA regions of *PtSnRK2* genes were regulated by the CaMV 35S promoter sequence, to overexpress poplar *PtSnRK2* genes in Arabidopsis. Unfortunately we could not obtain transgenic plants for *PtSnRK2.2, PtSnRK2.6*, and *PtSnRK2.8* overexpression; however, overexpressors of the other nine *PtSnRK2* genes were established successfully. It has been reported that overexpression of SnRK2 genes enhances abiotic stress tolerance (Umezawa et al., 2004; Diédhiou et al., 2008; Mao et al., 2010; Zhang et al., 2010, 2011; Tian et al., 2013). Thus, we examined salt stress tolerance in the *PtSnRK2* overexpressors.

First, 7-day-old seedlings from 16 independent T_2_ lines for each *PtSnRK2* overexpressor were transferred to medium containing 200 mM NaCl, and incubated for 4 days. The *prr9-11 prr7-10 prr5-10* triple mutant (d975) plant, which showed high salinity tolerance because of high expression of salt stress response genes (Nakamichi et al., 2009), was used as a positive control (Figure S2). The survival rates of seedlings after salt treatment demonstrated that the overexpressors of *PtSnRK2.5* and *PtSnRK2.7* showed relatively high survival rates among the *PtSnRK2* overexpressors. These two genes encode the subclass 2 PtSnRK2 proteins (Song et al., 2015). We further performed a detailed analysis of salt stress tolerance in the *PtSnRK2.5* and *PtSnRK2.7* overexpressors, using the wild-type and vector control plants as negative controls (**Figures 2**, **3**). For the *PtSnRK2.5* and *PtSnRK2.7* overexpressors, three independent lines were selected based on the expression levels of the introduced *PtSnRK2* genes (Figure S1). In the case of the negative controls, the seedling survival rates after 200 mM NaCl treatment were less than 20%, and the living seedlings exhibited yellowed leaves (**Figure 2**). In contrast, the *PtSnRK2.5* and *PtSnRK2.7* transgenic seedlings showed significantly higher survival rates (~55%) than those of the controls (**Figure 2**). All three independent *PtSnRK2.7* lines showed increased survival rates, whereas the *PtSnRK2.5* line 6 did not show a significantly enhanced survival rate (**Figure 2B**).

Next, the chlorophyll contents of 10 seedlings treated with salt stress were analyzed. The salt treatment greatly decreased chlorophyll contents in all plants; however, the chlorophyll contents of *PtSnRK2.5* lines 16 and 20, and all of the *PtSnRK2.7* lines were significantly higher than those of the wild-type and vector control (**Figure 2C**), in accordance with the survival rates. These results suggested that salt stress tolerance was more stable in the *PtSnRK2.7* overexpressors. Moreover, it was notable that although the chlorophyll contents in the absence of salt stress were at almost the same levels among the wild-type, vector control, and *PtSnRK2.7* lines, but the *PtSnRK2.5* lines 16 and 20 showed lower amounts of chlorophyll under normal growth conditions (**Figure 2C**). Thus, *PtSnRK2.5* overexpression may have affected chlorophyll biosynthesis continuously.

In addition to the increased survival rates and chlorophyll contents, the living seedlings of the *PtSnRK2.5* and *PtSnRK2.7* transgenic lines seemed to be larger than those of the negative controls under salt stress conditions (**Figure 2A**). To clarify the effects of *PtSnRK2* overexpression on seedling growth, we checked the growth of primary roots after salt treatment. Because the 200 mM NaCl treatment almost completely inhibited primary root elongation in both the overexpressors and negative controls, we used 100 mM NaCl conditions to observe primary root elongation. Our data demonstrated no difference in primary root elongation in the mock-treated seedlings (**Figure 3**), indicating that these two *PtSnRK2* genes are not involved in root elongation regulation, unlike the Arabidopsis subclass II *AtSRK2C/SnRK2.8* gene, overexpression of which was reported to enhance seedling root growth (Shin et al., 2007). However, after a 5-day incubation with 100 mM NaCl, the primary roots of *PtSnRK2.5* line 20 and all of the *PtSnRK2.7* lines elongated significantly more than did those of the negative controls; the negative controls showed elongation of less than 20 mm, whereas the elongated lengths of *PtSnRK2.5* line 20 and all of the *PtSnRK2.7* lines were ~25 mm (*p* < 0.01, *t*-test). These observations indicated that overexpression of *PtSnRK2.7*, and possibly also *PtSnRK2.5*, can suppress the inhibition of root elongation by high salinity stress.

Our data on the *PtSnRK2.5* and *PtSnRK2.7* transgenic lines demonstrated different phenotypic characteristics between the *PtSnRK2.5* and *PtSnRK2.7* lines. Thus, it was suspected that the molecular basis for the enhancement of salt stress tolerance would be different between the *PtSnRK2.5* and *PtSnRK2.7* transgenic lines. In particular, the *PtSnRK2.5* lines showed unstable salt stress tolerance (**Figures 2**, **3**) and defects in chlorophyll content even under normal growth condition (**Figure 2C**). The subclass 2 PtSnRK2 proteins have highly similar amino acid sequences (Figure 1A), and the amino acid sequences of PtSnRK2.5 (unstable, but significantly enhanced salinity tolerance), PtSnRK2.7 (stable and high tolerance), and PtSnRK2.9 (no obviously increased tolerance) did not show major differences between them (Figure 1A). *In silico* modeling of the three-dimensional structures of these proteins, based on the crystal structure of AtSnRK2.6 (Ng et al., 2011), revealed that some of the differences in amino acid sequences among these PtSnRK2 proteins could correspond to the molecular surface regions of these proteins (Figure 1B), possibly leading to changes in the molecular activities of the SnRK2 proteins. The different SnRK2 protein activities due to subtle substitutions of amino acids could result in the different strengths of salt stress tolerance among the overexpressors.

**Figure 1:**
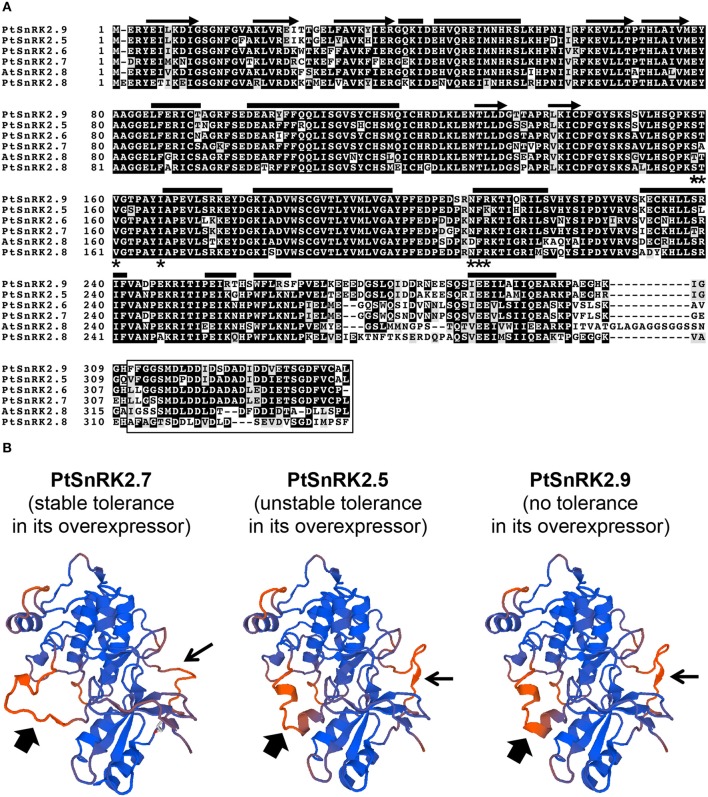
**SnRK2 proteins of *Populus trichocarpa* (poplar, Pt), and *Arabidopsis thaliana* (Arabidopsis, At)**. **(A)** Amino acid sequence alignment of subclass 2 PtSnRK2 proteins with AtSnRK2.8. The residues putatively corresponding to the α-helix, β-sheet, PP2C-interaction residues, and the entire ABA box are marked by bars, arrows, asterisks, and the box, respectively. **(B)** *In silico* modeling of the three-dimensional structures of PtSnRK2.5, PtSnRK2.7, and PtSnRK2.9 proteins. Homology modeling was performed based on the crystal structure of AtSnRK2.6 using the web-based SWISS-MODEL service (http://swissmodel.expasy.org/workspace/; Arnold et al., 2006). Thick and narrow arrows indicate regions presumed to differ in their three-dimensional architecture among the PtSnRK2 proteins because of differences in amino acid sequences.

### *PtSnRK2.7* overexpression widely and largely influenced the transcriptome in response to salt stress

We next performed transcriptomic analyses of the wild-type and overexpressors during salt stress treatment. Based on the data described above (Figures 2, 3), we selected *PtSnRK2.7* line 20, which showed stable and strong salt stress tolerance among the transgenic lines, for the gene chip analysis. 

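Gene expression was measured on ATH1 GeneChips in 12 RNA samples. They came from 4 groups of seedlings with 3 biological replicates each, the wild-type and *PtSnRK2.7* line 20, either mock-treated or exposed to salt (200 mM NaCl) over 2 days from an age of 7 days. The values analyzed here are the authors' MAS5 signals on a linear scale, 1 for each of 22810 probe sets on every array. The authors had scaled the arrays to a common target. The mean signal after trimming 2% at each end lay between 500.04 and 500.05 on all 12 arrays, and the median signal lay between 169.5 and 194.7. Detection calls were not used, so low signals were not separated from background by a call. The lowest 20% of the signals lay below 20.6 to 27.8, depending on the array.

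The 64 Affymetrix control probe sets were left out, and log2 of the signal of the other 22746 was fitted with limma as 4 group means. Probe sets were called salt-responsive at an adjusted p under 0.01 and a fold change above 3, and different between the genotypes at an adjusted p under 0.05 and a fold change above 2. Whether the salt response differed between the genotypes was tested as an interaction at an adjusted p under 0.05. Single genes and members of gene lists are described as higher or lower at an adjusted p under 0.05 over all probe sets tested. The number of arrays limits the precision of every value.

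A gene is named only where its probe set was paired with that gene alone, which held for 13507 probe sets through the annotation and for 698 through Tables S1–S5 only. The authors had selected the second kind on these same arrays, so their direction is not independent evidence. List members in neither source were not measured. Counts of measured members therefore favor genes that changed, and the share that changed is not independent evidence either. The rules, the gene lists and most alternatives were fixed before the data were examined. Tables S1–S5 had been read by then, so the lists on phosphate, sulfur, iron, flavonoids, glucosinolates, sugar starvation, jasmonate and photosynthesis are not independent of them. Counts of list members and values of genes the paper names without single wild-type salt arrays were added after seeing the data.

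The SD of log2 signal between replicates, as the median over probe sets, was 0.20 in the mock-treated wild-type, 0.36 in the salt-treated wild-type, 0.20 in the mock-treated overexpressor and 0.21 in the salt-treated overexpressor. The limma fit uses a variance per probe set that all groups share. The SE of a wild-type salt change may therefore be too small and that of an overexpressor salt change too large. The salt-treated wild-type arrays also differed in the size of their response. Over the 2329 probe sets called in the overexpressor, the slope of each array's change on the overexpressor's mean change was 0.920 for wild-type replicate 1, 0.589 for replicate 2 and 0.852 for replicate 3.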

Then, 7-day-old seedlings of the wild-type and *PtSnRK2.7* line 20 were treated with or without 200 mM NaCl for 2 days and then sampled to extract total RNA. The extracted total RNA samples were subjected to microarray analysis using Affymetrix ATH1 GeneChips (Figure 4A). First, we compared transcriptomic data between the wild-type and *PtSnRK2.7* overexpressor, which were mock-treated, to examine the effects of *PtSnRK2.7* overexpression on gene expression under normal growth conditions. Thirty and 79 genes were shown to be upregulated and downregulated in the *PtSnRK2.7* overexpressor, respectively (FC > 2, *p* < 0.05; Table S1). It has been reported that in AtSRK2C/SnRK2.6 and TaSnRK2.8 overexpressors, stress response-related genes including RD29A and DREB1A/CBF3, and ABA biosynthetic genes are upregulated continuously (Umezawa et al., 2004; Zhang et al., 2011). However, these genes were not changed by *PtSnRK2.7* overexpression (Table S1). 

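Under mock treatment, *CYP97B3*, a cytochrome P450 gene of the carotenoid hydroxylase family, had a signal of 219.9 ± 4.46 (SD, n = 3 arrays) in the wild-type and 1347 ± 73.4 in the *PtSnRK2.7* overexpressor. This is a log2 difference of 2.61 (SE 0.11, adjusted p = 3.2e-07) from limma. *ASN1*, an asparagine synthetase gene induced by darkness and sugar depletion, rose from 126 ± 76.8 to 956 ± 441, a log2 difference of 3.02 (SE 0.42, adjusted p = 0.0063). The β-xylosidase gene *BXL2* was higher by 1.54 on the log2 scale, and the trehalose phosphate synthase genes *TPS11* and *TPS10* were higher by 1.12 and 1.03. Among the lower genes, the lipid transfer protein gene *LTP4* changed by -3.26 (SE 0.63, adjusted p = 0.04) and the defense-related glucanase gene *PR2* by -2.88 (SE 0.43, adjusted p = 0.011) on the same scale. The signal of *LTP4* in the mock-treated overexpressor, 20.4 ± 8.49, lay among the lowest 20% of the arrays, near the background, so the size of its decrease is uncertain. *AT2G04050*, *AT1G12030* and *AT5G20790* were lower as well, with log2 differences of -2.87, -2.85 and -2.32.

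In all, 14 probe sets were higher and 67 were lower in the overexpressor. Without the intensity trend, 6 were higher and 30 lower. The counts fell to 4 higher and 30 lower without overexpressor mock replicate 3 and to 9 and 37 without overexpressor mock replicate 2. There were 7 higher without wild-type mock replicate 2, 38 lower without wild-type mock replicate 3 and 107 lower without wild-type salt replicate 2, whose spread enters the shared variance estimate.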

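*RD29A*, a dehydration-responsive gene, had a signal of 247 ± 44.6 (SD, n = 3 arrays) in the mock-treated wild-type and 259 ± 75 in the mock-treated *PtSnRK2.7* overexpressor. The log2 difference was 0.05 (SE 0.59, adjusted p = 0.995) from limma, smaller than its SE. Of a list of 28 ABA- and dehydration-responsive genes, 17 were measured. None of the 17 differed between the genotypes at an adjusted p under 0.05 from limma, and at an unadjusted p under 0.05 the galactinol synthase gene *GOLS1* was higher (log2 difference 0.44, SE 0.17) and the cold-regulated gene *COR15B* was lower (-0.71, SE 0.19). *COR15B* also passed when adjusted over the list alone. The 5 members paired through the annotation did not move together against the other probe sets (adjusted p = 0.787, camera). *DREB1A* and the genes of ABA biosynthesis are not analyzed here, since no probe set was paired with any of them alone.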

The gene ontology (GO) term analysis revealed that stress-related metabolic genes, including lipid metabolism and flavonoid metabolism, were significantly downregulated in the *PtSnRK2.7* overexpressor (Table 1). These results suggest that *PtSnRK2.7* overexpression could continuously affect specific ranges of gene expression regulation, which do not overlap with the primary targets of AtSRK2C/SnRK2.6 and TaSnRK2.8 in Arabidopsis.

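Most of the measured genes of anthocyanin synthesis and of phosphate starvation, and 4 of 9 measured genes of sulfur deficiency, were lower in the mock-treated *PtSnRK2.7* overexpressor than in the mock-treated wild-type. Of 9 measured flavonoid and anthocyanin genes, 6 were lower, and 8 when adjusted over the list alone. *UF3GT*, an anthocyanin glycosyltransferase gene, fell from 611 ± 161 (SD, n = 3 arrays) to 137 ± 31.2, a log2 difference of -2.15 (SE 0.23, adjusted p = 0.001) from limma. The acyltransferase gene *AT5MAT* changed by -1.85, *GSTF12*, whose product carries anthocyanins to the vacuole, by -1.86, and the flavonoid glycosyltransferase gene *UGT78D2* by -0.72 on the log2 scale.

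Of 11 measured phosphate starvation genes, 8 were lower, and all 11 when adjusted over the list alone. *SPX1*, an intracellular phosphate sensor gene, fell from 1754 ± 368 to 359 ± 31.8 (log2 difference -2.27, SE 0.16, adjusted p = 2.8e-05). The phosphatase gene *PS2* fell from 569 ± 53.3 to 84.8 ± 22.0 (-2.78, SE 0.20, adjusted p = 3.1e-05), and the purple acid phosphatase gene *PAP17* changed by -1.84. Within lipid metabolism, 2 of 4 measured genes of galactolipid and sulfolipid synthesis were lower, and all 4 when adjusted over the list alone. They were the phospholipase D gene *PLDP2* (-1.48) and the galactolipid synthase gene *MGD3* (-1.87), both of which phosphate starvation induces.

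Of the 9 sulfur deficiency genes, 8 were lower when adjusted over the list alone. The 4 were the glucosidase gene *BGLU28* (-1.89), *ATSDI1* (-2.83), *LSU2* (-2.10) and *LSU1* (-2.47). Of 11 measured genes that sugar starvation induces, 5 were higher, and 8 when adjusted over the list alone. One of them was *IVD*, a gene of leucine breakdown (0.65).

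All 11 phosphate genes, all 4 lipid genes, 7 of the sulfur genes, 8 of the sugar genes and 2 of the flavonoid genes were paired through the paper's tables, which is not independent evidence of their direction. Of the 20 listed phosphate starvation genes, 9 had no pairing, so the share of measured genes that were lower is not independent evidence either. Against all other probe sets, the 7 flavonoid genes of the annotation were lower as a set (adjusted p = 6.1e-16, camera; adjusted p = 0.0021 with an estimated correlation). The 3 sugar starvation genes of the annotation were higher (adjusted p = 9.1e-05), a call that was lost with an estimated correlation (adjusted p = 0.088 with an estimated correlation).

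**Figure D1:**
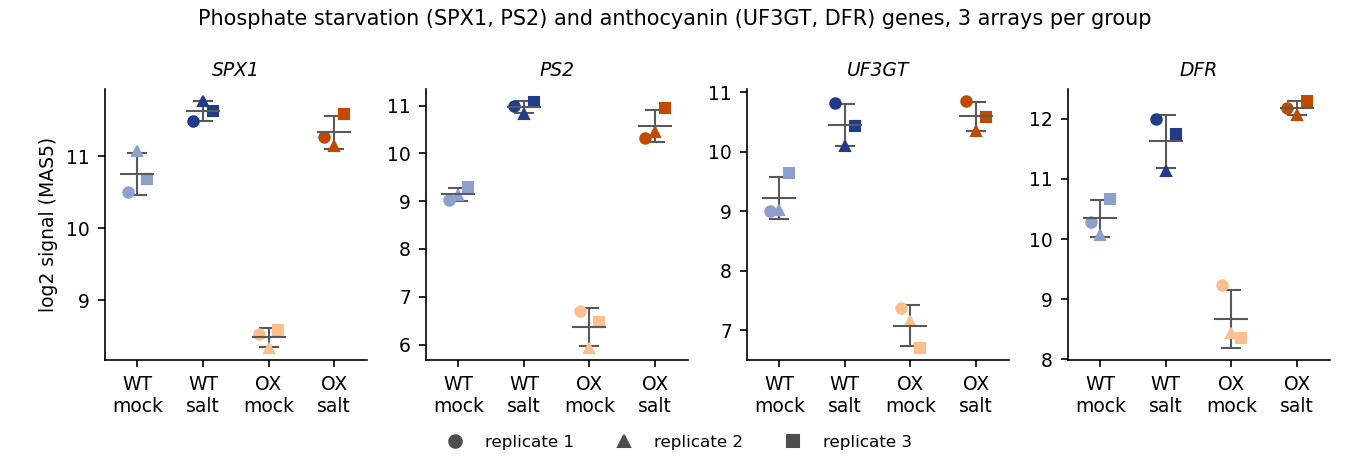
Signals of *SPX1*, *PS2*, *UF3GT* and *DFR* on the 12 arrays (log2 of the MAS5 signal), grouped by genotype and treatment. Points are arrays, with 1 marker shape per replicate number, and bars are means ± SD of the log2 signal. Under mock treatment, every overexpressor array lies below every wild-type array for all 4 genes. *DFR*, a gene of anthocyanin synthesis, has mean linear signals of 1318 in the mock-treated wild-type and 425 in the mock-treated overexpressor.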

**Figure 2:**
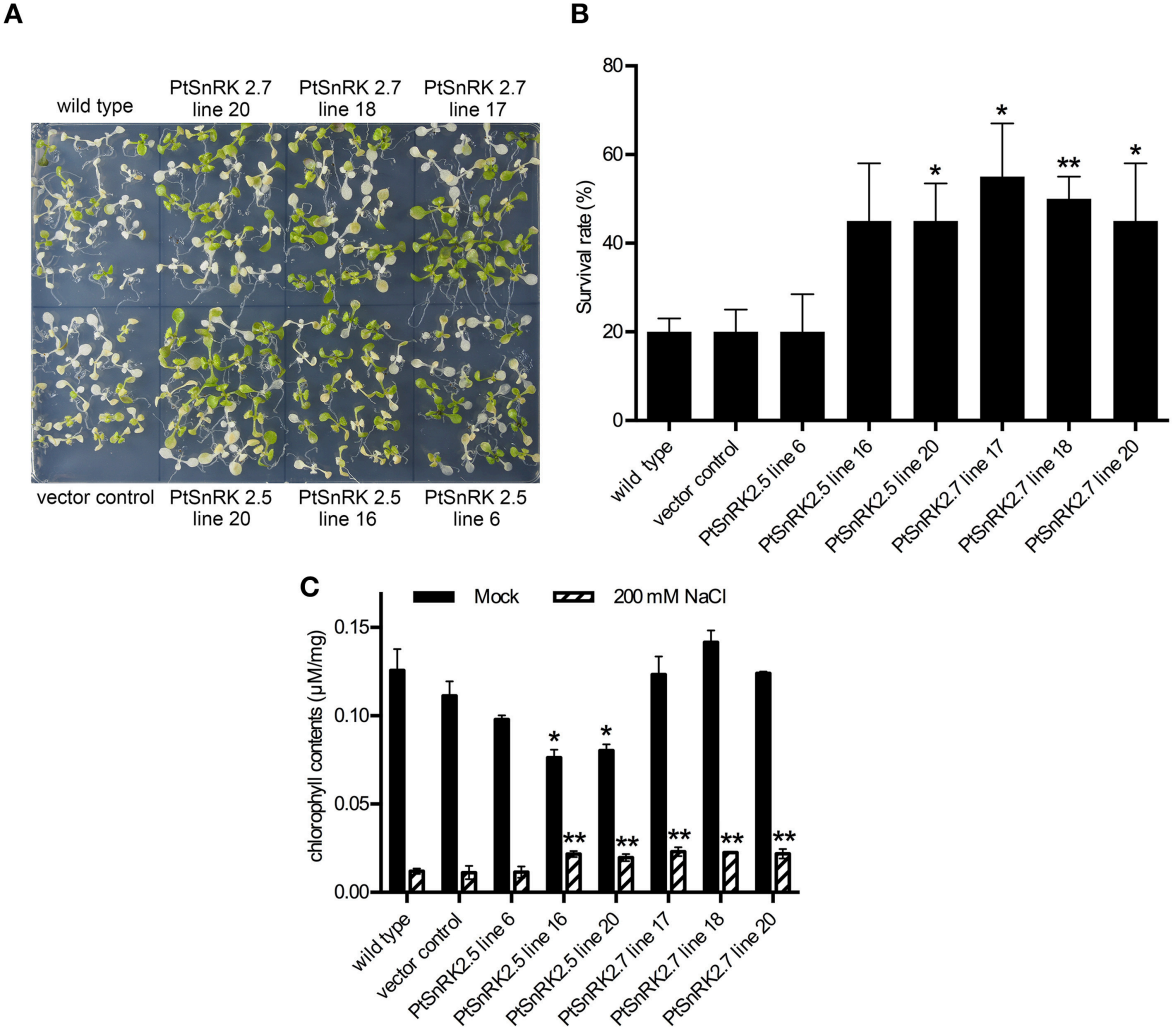
**High salinity tolerance phenotype of transgenic Arabidopsis overexpressing *PtSnRK2.5* and *PtSnRK7***. **(A)** Seedlings of the wild-type, vector control, and overexpressors of *PtSnRK2.5* and *PtSnRK2.7* treated with 200 mM NaCl for 4 days. **(B)** Survival rates determined by observations after a 4-day salt stress treatment. The green seedlings were counted as living seedlings, and the percentages of live seedlings were calculated using 20 seedlings for each line. **(C)** Chlorophyll contents determined from 20 seedlings after a 4-day salt stress treatment. Results are means ± SE (*n* = 3). Asterisks indicate statistically significant differences between transgenic and wild-type plants (Student's *t*-test; ^*^p < 0.05; ^**^p < 0.01).

**Figure 3:**
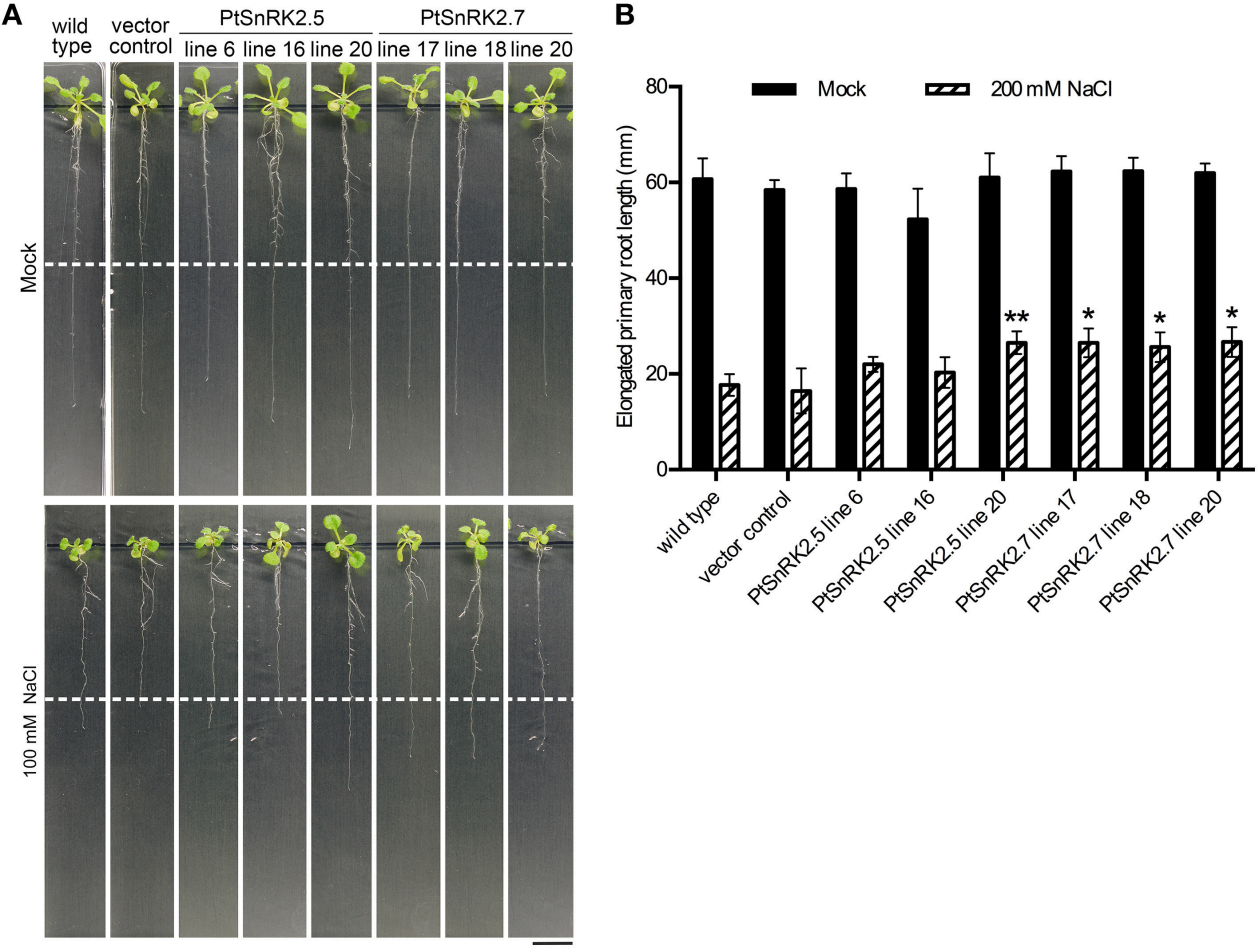
**Primary root elongation of transgenic Arabidopsis overexpressing *PtSnRK2.5* and *PtSnRK2.7* during salt treatment**. **(A)** Seedlings of the wild-type, vector control, and overexpressors of *PtSnRK2.5* and *PtSnRK2.7* treated with 100 mM NaCl for 5 days. The positions of the edges of the root tips before salt treatment are indicated by the white dotted lines. Bar = 20 mm. **(B)** Increase in root length after salt stress treatment. Results are means ± SE (*n* = 15). Asterisks indicate statistically significant differences between transgenic plants and the wild-type (Student's *t*-test; ^*^p < 0.05; ^**^p < 0.01).

**Figure 4:**
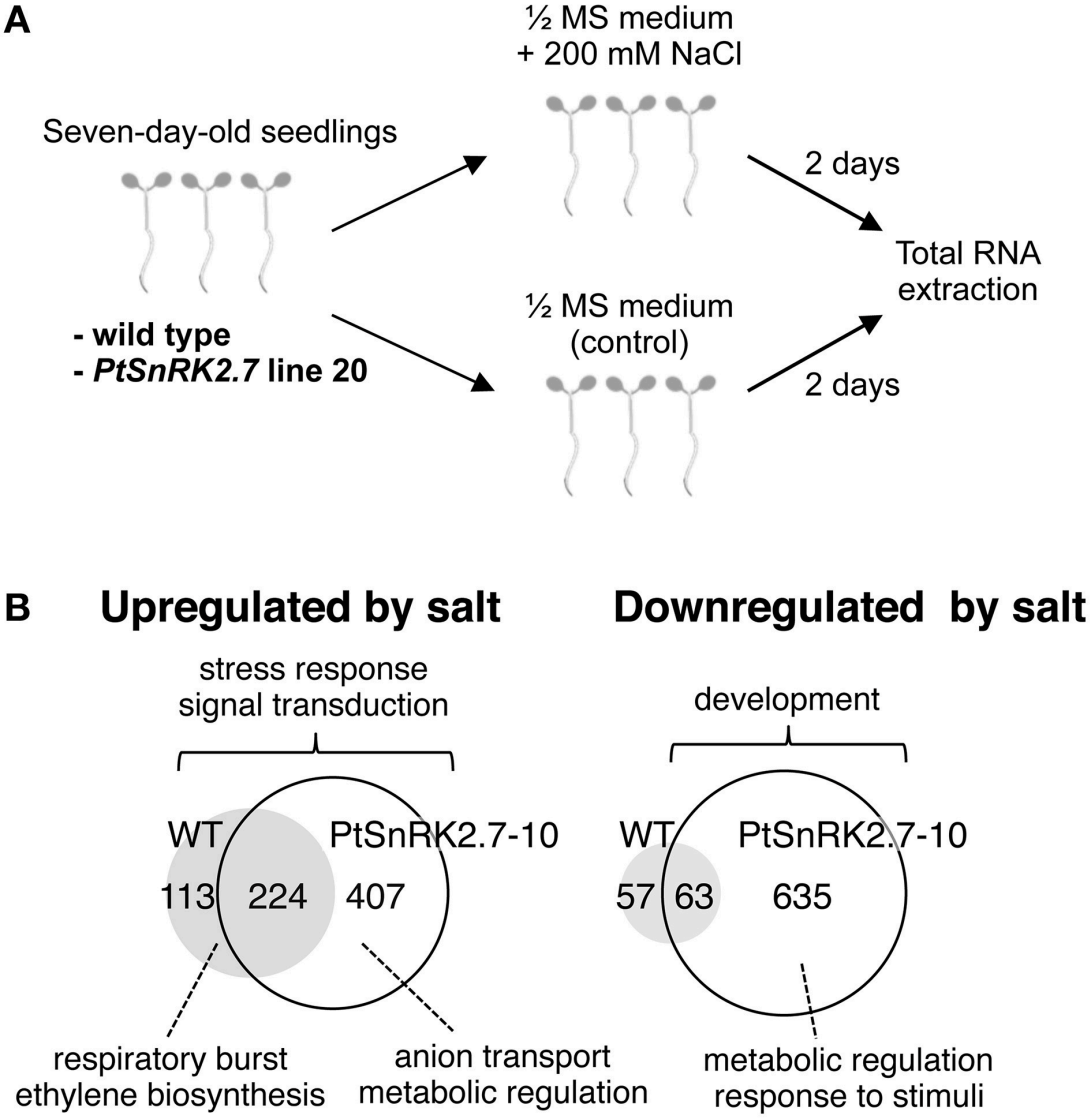
**Microarray analysis of the wild-type and PtSnRK2.7 overexpressor line 20**. **(A)** Overview of sample preparation for microarray analysis. **(B)** Venn diagram of upregulated and downregulated genes after salt stress treatment in the wild-type and PtSnRK2.7 overexpressor.

**Table 1:** **GO term analysis of the differentially expressed genes between the wild-type and *PtSnRK2.7* overexpressor grown in the absence of salt stress treatment**.

**GO biological process complete**	**Fold Enrichment**	***p*-value**
Anthocyanin-containing compound biosynthetic process	44.44	4.52E-03
Anthocyanin-containing compound metabolic process	40.00	7.29E-03
Cellular response to phosphate starvation	33.33	1.12E-09
Galactolipid biosynthetic process	33.33	2.61E-07
Galactolipid metabolic process	33.33	2.61E-07
Glycolipid biosynthetic process	28.57	1.06E-06
Flavonoid biosynthetic process	26.09	2.69E-04
Flavonoid metabolic process	24.00	4.11E-04
Liposaccharide metabolic process	23.53	4.26E-06
Glycolipid metabolic process	23.53	4.26E-06
Membrane lipid biosynthetic process	22.22	6.69E-06
Response to UV-B	20.83	9.49E-03
Cellular response to starvation	18.18	6.92E-09
Cellular response to nutrient levels	17.65	8.89E-09
Membrane lipid metabolic process	17.39	4.15E-05
Response to starvation	17.39	1.08E-08
Cellular response to extracellular stimulus	16.88	1.88E-09
Cellular response to external stimulus	16.67	2.26E-09
Response to nutrient levels	16.67	1.82E-08
Response to extracellular stimulus	16.05	3.73E-09
Pigment biosynthetic process	13.73	1.65E-03
Pigment metabolic process	10.94	7.65E-03
Negative regulation of transcription, DNA-templated	8.43	3.85E-02
Negative regulation of RNA biosynthetic process	8.43	3.94E-02
Negative regulation of nucleic acid-templated transcription	8.43	3.94E-02
Negative regulation of RNA metabolic process	8.43	4.03E-02
Cellular response to stress	5.62	1.09E-04
Response to external stimulus	3.65	2.57E-03
Single-organism biosynthetic process	2.99	6.83E-03

To examine the impact of *PtSnRK2.7* overexpression on the salt stress response, the genes upregulated or downregulated by salt treatment were compared between the wild-type and *PtSnRK2.7* overexpressor. 

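In the wild-type, the largest increases with salt included a methyltransferase gene and a pair of glycosyltransferase genes, and the largest decreases included genes of thylakoid lumen proteins. *BSMT1*, a methyltransferase gene whose product makes methyl salicylate, rose from 9.47 ± 11.8 (SD, n = 3 arrays) to 1837 ± 669, a log2 change of 8.36 (SE 0.71, adjusted p = 4.7e-06) from limma. The glycosyltransferase genes *UGT73C1* and *UGT76E12* rose by 7.63 and 7.62, *AT3G53600* by 8.35, *AT1G76640* by 7.38 and the jasmonate repressor gene *JAZ7* by 6.35 on the log2 scale. The mean mock signals of these genes other than *JAZ7* lay among the lowest 20% of the arrays, near the background. With signals raised to a floor at that 20th percentile, the log2 changes were 6.18 for *BSMT1*, 5.07 for *UGT73C1*, 6.51 for *UGT76E12*, 4.99 for *AT3G53600* and 5.33 for *AT1G76640*. *PQL1* and *FKBP16-2*, which encode proteins of the thylakoid lumen, fell from 1782 ± 314 to 140.0 ± 172 and from 1843 ± 235 to 127 ± 138, log2 changes of -4.56 and -4.40. *BHLH101*, an iron deficiency regulator, changed by -4.2 (SE 0.75, adjusted p = 0.00081) and *AT3G62950* by -7.39 (-2.95 with the floor).

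Salt called 1052 probe sets higher and 908 lower. By the methods' t-test at an unadjusted p under 0.01, with the same fold limit, 470 were higher and 203 lower, and after Benjamini-Hochberg adjustment it called 0 either way. The number of lower probe sets was 604 without wild-type salt replicate 1 and 1478 without wild-type salt replicate 2.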

In the wild-type, 337 and 120 genes were upregulated and downregulated by salt treatment, respectively (FC > 3, *p* < 0.01; Figure 4B and Tables S2, S3). Notably, the *PtSnRK2.7* overexpressor showed greater numbers of genes whose expression was changed by salt treatment compared with the wild-type; 631 and 698 genes were upregulated and downregulated in the *PtSnRK2.7* overexpressor, respectively (FC > 3, *p* < 0.01; Figure 4B and Tables S4, S5), suggesting that *PtSnRK2.7* overexpression affected the expression of a wide range of genes during salt stress responses in Arabidopsis. 

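In the *PtSnRK2.7* overexpressor, salt called 1111 probe sets higher and 1218 lower. *LTP4*, a lipid transfer protein gene, rose from 20.4 ± 8.49 (SD, n = 3 arrays) to 21062 ± 2439.5, a log2 change of 10.10 (SE 0.63, adjusted p = 2.6e-07) from limma. The jasmonate-regulated oxygenase gene *JRG21* rose by 9.53, the glucosidase gene *DIN2* by 7.95 and the transcription factor gene *MYB15* by 7.75 on the log2 scale, and *UGT76E12* and *BSMT1* rose by 10.88 and 10.29. *RALFL27*, a gene for a small signaling peptide of the RALF family, fell from 251 ± 24.7 to 3.55 ± 0.649 (-6.16), and *AT3G62950* changed by -8.36. For each of these genes, the mean signal under mock treatment or after salt lay among the lowest 20% of the arrays, near the background. With a floor at the 20th percentile, the log2 changes were 9.71 for *LTP4*, 7.57 for *JRG21*, 7.46 for *DIN2*, 5.13 for *MYB15*, 7.05 for *UGT76E12*, 6.53 for *BSMT1*, -3.42 for *RALFL27* and -3.8 for *AT3G62950*.

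Of the probe sets called higher, 795 were called in both genotypes, 257 in the wild-type alone and 316 in the overexpressor alone. Of those called lower, 649 were called in both, 259 in the wild-type alone and 569 in the overexpressor alone. The difference between the responses themselves passed the interaction test in 18 of the 316 and in 4 of the 569. Over all probe sets, 56 had a more positive and 12 a more negative salt response in the overexpressor, and without the intensity trend 1 and 2 did.

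Among the more positive ones were the anthocyanin genes *GSTF12* (2.7, SE 0.32, adjusted p = 0.0073), *AT4G14090* (2.42), *UF3GT* (2.3) and *DFR* (2.22) and the phosphate starvation genes *PS2* (2.39) and *SPX1* (1.98). The 7 flavonoid genes of the annotation passed as a set (adjusted p = 3.7e-11, camera; adjusted p = 0.0071 with an estimated correlation), with a median of 1.63. Of the 56, 27 were lower in the mock-treated overexpressor and 26 were higher in the salt-treated overexpressor at an adjusted p under 0.05, and these comparisons share arrays with the interaction. The more negative ones included *RALFL27* (-4.41, SE 0.45, adjusted p = 0.0036), *BGAL4*, a β-galactosidase gene (-2.04), the extensin gene *ATEXT3* (-1.72) and *AKINBETA1*, a subunit gene of the SnRK1 complex (-1.07). Of the genes named for the interaction, only *RALFL27* passed without the intensity trend. With the floor at the 20th percentile, the interaction of *RALFL27* was -1.67 (adjusted p = 0.076, limma). The interaction count of 68 was 323 without wild-type salt replicate 1 and 760 without wild-type salt replicate 2, each including all 68, and 5 to 38 without any other single array.

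The paper's tables list 407 probe sets as higher and 635 as lower in the overexpressor alone. In the wild-type, 389 of the 407 rose and 608 of the 635 fell at an adjusted p under 0.05 from limma with no fold limit. At the limits used for salt calls, an adjusted p under 0.01 and a fold change above 3, it was 228 and 388. These wild-type calls rest on a variance shared by all groups, which may be too small for the salt-treated wild-type. After Benjamini-Hochberg adjustment, the methods' t-test, which uses only the groups compared, called 0 probe sets at these limits in the wild-type. The median log2 changes of the 407 were 1.76 in the wild-type and 2.23 in the overexpressor, and those of the 635 were -1.74 and -1.98. With wild-type salt replicate 2 left out, the wild-type medians were 2.11 and -2.08, and the median interactions, 0.48 and -0.35 on all arrays, were 0.16 and -0.03. The interaction test passed in 16 and 3 of them, together 1.82%. On simulated data the test found 39% of differences of log2 1 and 85% of differences of log2 2. These data had an equal spread in every group and changes only in probe sets of higher signal. A low share therefore does not exclude differences of the size of these medians. Without wild-type salt replicates 1, 2 and 3 in turn, the test passed in 67, 63 and 7 of the 407 and in 40, 37 and 0 of the 635, together 10.3%, 9.60% and 0.672%. At an unadjusted p under 0.05 the interaction passed in 128 and 104 of them, together 22.3%. The paper chose these probe sets on the same arrays for passing in the overexpressor and not in the wild-type, which raises the share with an interaction by construction. From the greater number of responsive genes, the paper proposes that *PtSnRK2.7* overexpression affected the expression of a wide range of genes during salt stress responses.

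**Figure D2:**
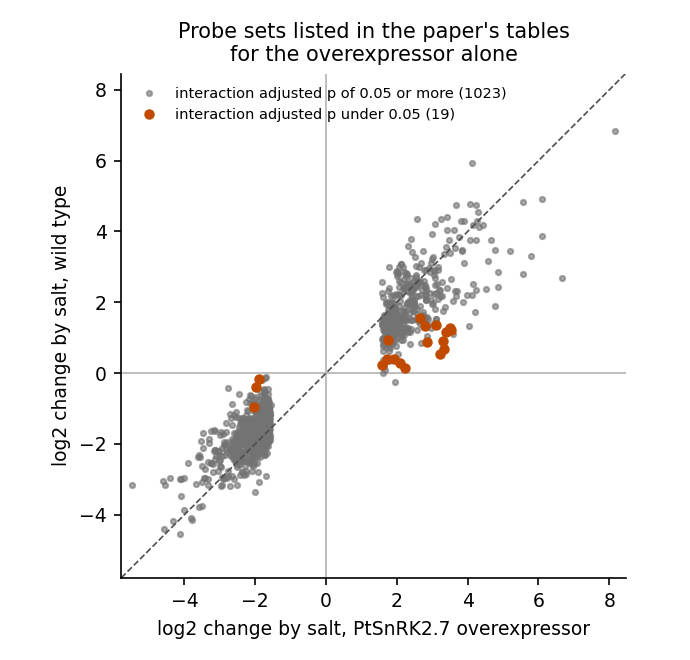
Log2 salt response in the wild-type (vertical axis) against that in the *PtSnRK2.7* overexpressor (horizontal axis) for the 1042 probe sets that the paper's tables list for the overexpressor alone. Each point is a probe set and the line marks equal responses; the points lie along the line, and the wild-type response has the opposite sign for 1 of them.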

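Salt raised genes of ABA, jasmonic acid and salicylic acid responses in the wild-type and in the *PtSnRK2.7* overexpressor. Of 17 measured ABA- and dehydration-responsive genes, 12 rose in the wild-type and 16 in the overexpressor, with the same counts when adjusted over the list alone. *RD20*, which encodes a lipid droplet protein, rose from 231 ± 133 (SD, n = 3 arrays) to 5521 ± 3458 in the wild-type and from 126 ± 23.4 to 7659.8 ± 342 in the overexpressor. Its log2 changes were 4.49 (SE 0.44, adjusted p = 1.3e-05) and 5.94 (SE 0.44, adjusted p = 1.0e-06) from limma. *GOLS1* rose by 2.75 and 3.55, and the ABA-responsive transcription factor gene *RD26* rose by 2.35 in the wild-type. The dehydrin gene *COR47* fell in the wild-type (-0.62), a call that was lost without the intensity trend and without any single wild-type array other than salt replicate 1.

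All 16 measured genes of jasmonate synthesis and signaling rose in both genotypes. The repressor gene *JAZ10* rose by 5.28 and 5.10 and the synthesis genes *AOS* by 2.05 and 2.51 and *OPR3* by 2.2 and 2.72 on the log2 scale, in the wild-type and the overexpressor. Of 10 measured genes of salicylic acid and defense, 8 rose in the wild-type (9 when adjusted over the list alone) and 10 in the overexpressor. The transporter gene *EDS5* rose by 1.92 and 2.08, the salicylic acid synthesis gene *ICS1* by 2.39 and 1.72, and *PR2* by 4.79 and 7.25.

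Among signaling components, the phosphatase genes *HAI1* and *HAI2*, which restrain ABA signaling, rose by 2.51 and 2.91 in the wild-type and by 3.12 and 3.15 in the overexpressor. The kinase gene *MPK11* rose by 3.25 and 2.93. The MAP kinase kinase gene *MKK6* changed by -1.22 and -1.85, the kinase gene *SNRK2.8* by -1.68 and -1.83, and the ABA receptor gene *PYL6* by -1.86 and -2.06.

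Most of these genes were paired through the paper's tables, 12 of the ABA genes, 15 of the jasmonate genes, 9 of the defense genes and the signaling components. Neither their direction nor the share that changed is therefore independent evidence. The 5 ABA genes of the annotation passed as a set in the overexpressor (adjusted p = 0.0042, camera; adjusted p = 0.25 with an estimated correlation) and not in the wild-type (adjusted p = 0.247). Of the 17 ABA genes, the interaction test passed for *COR15B* (1.8, SE 0.27, adjusted p = 0.025), and for 9 genes when adjusted over the list alone; without wild-type salt replicates 1, 2 and 3 in turn it passed for 9, 3 and 0. By the same test from limma, the jasmonate synthesis gene *LOX2* differed (1.41, SE 0.24, adjusted p = 0.037) and none of the 10 defense genes did, with *PR2* and *ICS1* at an unadjusted p under 0.05.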

The GO analysis indicated that the genes functioning in stress responses, including the signaling pathway of stress-related phytohormones (ABA, ethylene, jasmonic acid, and salicylic acid) and in signal transduction by protein phosphorylation, were commonly upregulated between the wild-type and *PtSnRK2.7* overexpressor (Figure 4B and Tables S6–S8). Additionally, developmental process-related genes were commonly downregulated in the wild-type and *PtSnRK2.7* overexpressor (Figure 4B and Table S10).

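Genes of cell division and most of the measured expansin genes fell with salt in both genotypes. All 10 measured cell division genes fell in the wild-type and in the *PtSnRK2.7* overexpressor. The mitotic kinase genes *AUR1* and *AUR2* changed by -1.74 (SE 0.22, adjusted p = 7.4e-05) and -1.71 in the wild-type and by -1.78 and -2.09 in the overexpressor on the log2 scale (limma, n = 3 arrays per group). *KNOLLE*, needed to form the cell plate, fell from 1208 ± 82.2 (SD) to 345 ± 218 in the wild-type and from 1123 ± 126 to 182 ± 26.9 in the overexpressor. The replication gene *PCNA2* changed by -1.16 and -1.62.

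Of 5 measured expansin genes, whose products loosen cell walls, 4 fell and 1 rose in each genotype. *EXPB3* changed by -3.12 and -3.28, *EXPA8* by -1.84 and -2.26, and *EXPA10* rose by 2.92 and 4.16. All 5 measured genes of the root endodermis and of root aquaporins fell in both genotypes, among them the aquaporin gene *TIP2;2* (-2.53 and -3.33) and *CASP1* of the Casparian strip (-1.35 and -2.11). Of 3 measured genes of stomatal development, *SPCH* was lower in the overexpressor (-2.05, SE 0.75, adjusted p = 0.045), and not when adjusted over the list alone or without the intensity trend (adjusted p = 0.066), with a wild-type change of -0.78 (SE 0.75). Its signal after salt was near the background, and with a floor at the 20th percentile the change in the overexpressor was -0.79. Counts adjusted over each list alone were the same for the other lists.

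Of these genes, 7 cell division genes, 2 expansin genes and all 5 root genes were paired through the paper's tables, which is not independent evidence of their direction or of the share that fell. By camera on 3 genes each, cell division (adjusted p = 0.040 and 0.019, wild-type and overexpressor) and expansins (0.016 and 0.0089) were lower as sets. With an estimated correlation these calls were lost (adjusted p = 0.666 and 0.25, and adjusted p = 0.559 and 0.25). The interaction test from limma passed for none of these genes, with *EXPA10* (1.23, adjusted p = 0.053) and 2 of the root genes at an unadjusted p under 0.05.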

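Of the NADPH oxidase genes, which produce the respiratory burst, 3 were measured. *AT4G25090* fell from 121 ± 3.34 (SD, n = 3 arrays) to 42.0 ± 33.0 in the wild-type and from 148 ± 26.5 to 4.43 ± 2.57 in the *PtSnRK2.7* overexpressor. Its log2 changes were -1.90 (SE 0.61, adjusted p = 0.026) and -5.25 (SE 0.61, adjusted p = 3.2e-05) from limma. Its mean signal in the salt-treated overexpressor lay among the lowest 20% of the arrays, near the background, and with a floor at the 20th percentile the change there was -2.65. The wild-type call of *AT4G25090* was lost without wild-type salt replicate 1 or 3. *AT1G19230* changed by 0.33 and 0.31 and *AT4G11230* by -0.18 and -0.95, which did not pass the test, although *AT4G11230* passed in the overexpressor when adjusted over the list alone (-0.57 with the floor, adjusted p = 0.117). The interaction of *AT4G25090* was -3.35 (SE 0.87, adjusted p = 0.129), and -1.03 (adjusted p = 0.466) with the floor. *RBOHD* and *RBOHF* are not analyzed here.

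The purine permease gene *PUP1* rose from 206 ± 19.2 to 359.9 ± 119.5 in the wild-type and from 100.2 ± 7.98 to 340.1 ± 9.11 in the overexpressor, log2 changes of 0.75 and 1.77. The wild-type call was lost without wild-type salt replicate 3, and the interaction was 1.01 (SE 0.30, adjusted p = 0.178). Of 4 measured amino acid transporter genes, *LHT1* (2.67 and 2.25) and *AAP1* (1.40 and 2.01) rose and *AAP2* changed by -1.96 and -2.88, in the wild-type and the overexpressor. *AT1G08230*, a transporter of the amino acid GABA, rose in the overexpressor (0.83) and changed by 0.21 (SE 0.24) in the wild-type. Adjusted over the list alone, the counts were the same.

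*PUP1* and 3 of the amino acid transporter genes were paired through the paper's tables, which is not independent evidence. None of the 4 amino acid transporter genes passed the interaction test from limma, with *AAP1* and *AAP2* at an unadjusted p under 0.05. GO terms themselves were not tested again, and genes of nucleic acid metabolism are not analyzed here.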

We also found that some GO terms were enriched in the upregulated genes in genotype-dependent manners, such as “respiratory burst” and “ethylene biosynthetic process” found only in the wild-type (Figure 4B and Table S6) and “purine nucleoside transmembrane transport,” “amino acid transport,” “anion transmembrane transport,” and “nucleic acid metabolic process” found only in the *PtSnRK2.7* overexpressor (Figure 4B and Table S7). 

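Of 42 listed anion transporter genes, 10 were measured, and 7 rose and 2 fell with salt in the wild-type and in the *PtSnRK2.7* overexpressor. *NRT1.8*, which takes nitrate out of the xylem, rose from 114 ± 84.7 (SD, n = 3 arrays) to 12009 ± 5938 in the wild-type and from 44.2 ± 1.75 to 12687 ± 965 in the overexpressor. Its log2 changes were 6.83 (SE 0.47, adjusted p = 1.1e-06) and 8.16 (SE 0.47, adjusted p = 1.4e-07) from limma. The anion channel gene *SLAH3* rose by 3.83 and 3.75, and the sulfate transporter gene *SULTR4;1* by 2.14 and 2.27. *NRT2.7*, a vacuolar nitrate transporter gene, rose by 1.35 and 1.90, and *NRT1.5*, which loads nitrate into the xylem, changed by -1.96 and -2.29 on the log2 scale.

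The counts adjusted over the list alone were 7 and 2 in the wild-type and 7 and 3 in the overexpressor, where *NRT2.5* (-1.10) was added to the lower genes. Its signal after salt was near the background, and with a floor at the 20th percentile its change was -0.40 (adjusted p = 0.177, limma). Apart from *NRT2.5*, the measured genes were paired through the paper's tables, so neither their direction nor the share that changed is independent evidence. Of 22 listed genes of sodium, potassium and proton transport, 1 was measured, *KEA1* of the chloroplast envelope, which changed by -2.43 and -2.29. *SOS1*, *NHX1* and *HKT1* are not analyzed here.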

The overrepresentation of the GO terms related to “anion transmembrane transport” in the *PtSnRK2.7* overexpressor would suggest the enhancement of ion homeostasis activity as a result of *PtSnRK2.7* overexpression, possibly leading to higher salt stress tolerance. Our results also showed wild-type-specific enrichment of the term “ethylene biosynthetic process” in upregulated genes (Figure 4B and Table S6). It has been reported that crosstalk between ABA and ethylene is a critical factor in determining salt stress tolerance in Arabidopsis (Dong et al., 2011); thus, *PtSnRK2.7* overexpression may influence the phytohormonal modulating system of abiotic stress responses. Moreover, in the *PtSnRK2.7* overexpressor, more than 5-fold more genes were downregulated by salt treatment than those in the wild type. These downregulated genes are involved in a wide range of molecular functions, including metabolic regulation and responses to stimuli (Figure 4B and Table S9), indicating that the reason for the high salt stress tolerance in the *PtSnRK2.7* overexpressor may be, at least partially, attributed to its significant impact on metabolic regulation.

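Of 14 listed genes of ethylene synthesis, 3 were measured, and each changed the same way in the wild-type and in the *PtSnRK2.7* overexpressor. *ACS2*, a gene for the enzyme that makes the ethylene precursor, rose from 64.9 ± 25.1 (SD, n = 3 arrays) to 4195 ± 2084 in the wild-type and from 37.1 ± 16.3 to 2654 ± 237 in the overexpressor. Its log2 changes were 5.92 (SE 0.43, adjusted p = 1.6e-06) and 6.26 (SE 0.43, adjusted p = 6.1e-07) from limma. *ACS6*, of the same family, rose by 2.33 and 2.4, and the oxidase gene *AT1G12010* changed by -1.18 and -1.95. The counts were 2 higher and 1 lower in each genotype, also when adjusted over the list alone. *ACS2* and *ACS6* were paired through the paper's tables, which is not independent evidence. No interaction passed the test from limma, with *AT1G12010* (-0.77, adjusted p = 0.375) at an unadjusted p under 0.05; the interactions of *ACS2* and *ACS6* were 0.34 (SE 0.61) and 0.07 (SE 0.64).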

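By limma, the number of probe sets lower after salt was 1.34 times as large in the *PtSnRK2.7* overexpressor as in the wild-type, and by the methods' t-test at an unadjusted p under 0.01 it was 4.48 times as large. The ratio by limma was 2.09, 0.861 and 1.57 without wild-type salt replicates 1, 2 and 3 in turn, so without replicate 2 fewer probe sets were lower in the overexpressor than in the wild-type. With array quality weights, under which replicate 3 dominated the salt-treated wild-type, the ratio by limma was 0.999. By the methods' t-test at an unadjusted p, the ratio was 8.26, 2.17 and 9.67 without wild-type salt replicates 1, 2 and 3 in turn. These ratios keep all salt arrays of the overexpressor (909 lower), so the unequal numbers of arrays favor it. Without 1 of its own salt arrays, its total by this test, higher and lower together, fell from 1765 to 1145, 1325 or 1202. Of the genes with the largest decreases in the overexpressor, *AT4G22460* fell from 264 ± 43.8 (SD, n = 3 arrays) to 3.34 ± 1.01 and *AT1G13650* from 317 ± 124 to 5.26 ± 4.81. *AT4G01390* fell from 434 ± 55.3 to 13.3 ± 11.1. The mean signals after salt lay among the lowest 20% of the arrays, near the background, and with a floor at the 20th percentile the log2 changes in the overexpressor were -3.48 for *AT4G22460*, -3.69 for *AT1G13650* and -4.19 for *AT4G01390*. In the wild-type, *AT4G22460* changed by -5.15 (SE 0.85, adjusted p = 0.00046) and *AT1G13650* by -5.98 (SE 1.00, adjusted p = 0.00049) on the log2 scale (-3.34 and -3.2 with the floor). Lower probe sets made up 52.3% of those called in the overexpressor as the signals were deposited, 48.0% after quantile normalization and 43.9% after median centring. Median centring moved the median log2 change of all probe sets in the overexpressor from -0.09 to 0.05 and that of the interaction from -0.03 to 0.07. A filter on low probe sets left 795 lower in the overexpressor, and Benjamini-Hochberg adjusted values of the methods' t-test left 365.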

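Most of the measured genes of photosynthesis, chlorophyll synthesis and glucosinolate synthesis fell with salt in the *PtSnRK2.7* overexpressor and in the wild-type, and genes of carbon starvation went both ways. Of 7 measured photosystem and Rubisco genes, 7 fell in the overexpressor and 5 in the wild-type (6 when adjusted over the list alone). The antenna protein gene *LHCB2.3* fell from 9608 ± 1679 (SD, n = 3 arrays) to 853 ± 109.7 in the overexpressor (log2 change -3.49, SE 0.51, adjusted p = 0.00017, limma) and changed by -2.12 in the wild-type. *LHCB4.3* changed by -2.43 in the wild-type and -2.4 in the overexpressor. Of 6 measured chlorophyll synthesis genes, 6 fell in the wild-type and 5 in the overexpressor, among them *GSA2* (-2.16 and -2.22), *HEME2* (-1.68 and -1.99) and *GUN4* (-1.75 and -1.93).

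All 8 measured genes of aliphatic glucosinolate synthesis fell in both genotypes. The regulator gene *MYB28* changed by -2.96 in the wild-type and -3.42 in the overexpressor, *IPMI2* of methionine chain elongation by -3.06 and -4.61, and the transporter gene *BAT5* by -2.7 and -3.43. Of 11 measured genes that sugar starvation induces, 7 fell and 1 rose in the overexpressor (9 and 2 when adjusted over the list alone), and 4 fell and 3 rose in the wild-type. *SEN1*, a marker of dark treatment, fell from 6309 ± 740.4 to 140.3 ± 7.11 in the overexpressor (-5.49, SE 0.37, adjusted p = 5.4e-07) and changed by -3.15 in the wild-type, and *BT2* changed by -3.19 and -2.79. *ASN1* rose in the wild-type (4.05) and in the overexpressor (1.47), and *TPS10* and *IVD* rose in the wild-type (0.51 and 0.67).

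These lists are not independent of the paper's tables, through which 1 of the photosystem, 2 of the chlorophyll, 6 of the glucosinolate and 8 of the sugar starvation genes were paired. Photosystem genes were lower as a set (adjusted p = 0.040 in the wild-type and 0.026 in the overexpressor, camera on 6 genes), as were chlorophyll genes in the wild-type (0.040 on 4 genes). With an estimated correlation these calls were lost (adjusted p = 0.746, adjusted p = 0.50 and adjusted p = 0.746). Without wild-type salt replicates 1, 2 and 3 in turn, 4, 7 and 4 photosystem genes fell in the wild-type. By the interaction test from limma none of the photosystem, chlorophyll or glucosinolate genes differed, with 2 chlorophyll and 2 glucosinolate genes at an unadjusted p under 0.05, and *BGAL4* and *MCCA*, a gene of leucine breakdown (-1.45), of the sugar starvation list did.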

Comparison of transcriptomic data also suggested that the altered expression levels of upregulated genes were greater in the *PtSnRK2.7* overexpressor than in the wild-type (Tables S2, S4). To confirm this, we selected six genes from the functional categories of stress response (*COR15A*, Artus et al., 1996), phytohormonal signaling (*GASA3*, Herzog et al., 1995), cell wall-related proteins (*AT1G52690* and *AtCWINV5*, Sherson et al., 2003), and lipid metabolism (*AT4G33550*), based on the transcriptomic data, and subjected them to quantitative RT-PCR analysis. 

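To compare the size of the response, probe sets were selected on the mean of both salt responses, with equal weight for each genotype (adjusted p under 0.01 and a fold change above 3). The selection is not strictly neutral, since it can inflate the noisier response more. The median SD was 0.36 in the salt-treated wild-type and 0.21 in the salt-treated overexpressor. For the 1195 probe sets higher after salt, the median log2 change was 2.49 in the wild-type and 2.65 in the *PtSnRK2.7* overexpressor. The median of the differences was 0.15, and 689 of the 1195 (57.7%) changed more in the overexpressor. For the 1140 lower after salt, the median log2 change was -1.97 in the wild-type and -2.27 in the overexpressor, with a median difference of -0.28.

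Array by array, the median log2 change of the higher probe sets from the mock mean was 2.85, 1.92 and 2.82 for wild-type replicates 1, 2 and 3, and 2.74, 2.54 and 2.74 for the overexpressor. For the lower probe sets it was -2.50, -1.26 and -2.07 for the wild-type and -2.30, -2.11 and -2.26 for the overexpressor. Without wild-type salt replicate 2, the median differences turned to -0.15 for the higher and 0.12 for the lower probe sets. The interaction test passed for 23 of the 1195 and for 1 more positive and 2 more negative of the 1140.

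**Figure D3:**
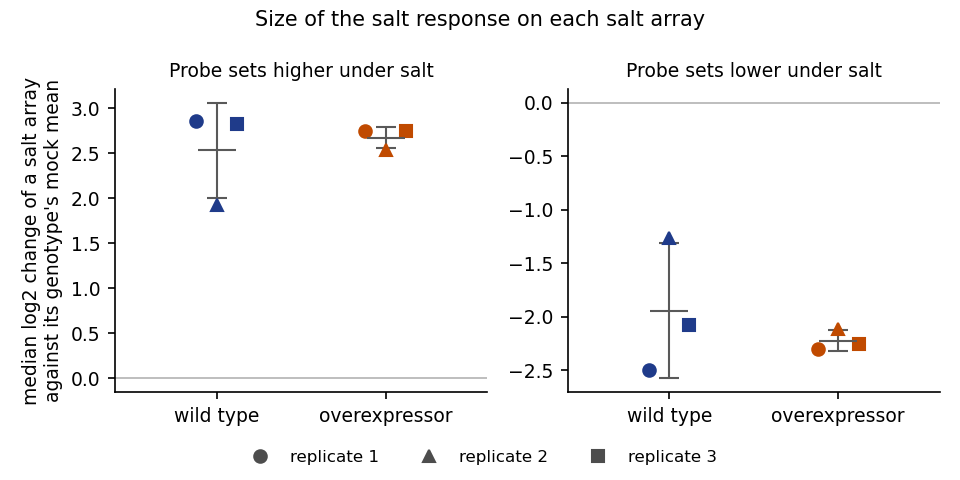
Median log2 change from the mock mean of the same genotype on each salt-treated array, for the 1195 probe sets higher after salt and the 1140 lower after salt (log2 scale, 1 point per array). Wild-type replicate 2 lies nearest to 0 in each set of probe sets, at 1.92 and -1.26, and the other 5 arrays lie between 2.54 and 2.85 and between -2.50 and -2.07.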

*AT4G18280*, which was upregulated only in the *PtSnRK2.7* overexpressor, was also tested to evaluate the consistency of the results between the gene chip analysis and quantitative RT-PCR analysis. Indeed, *AT4G18280* expression was not induced by salt stress in the wild-type or vector control, whereas it was highly upregulated in the *PtSnRK2.7* line 20 in accordance to the results of gene chip analysis (Figure 5 and Table S4). 

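On the arrays, *COR15A*, whose product protects chloroplast membranes during freezing, reached a signal of 2142 ± 2495 (SD, n = 3 arrays) in the salt-treated wild-type and 12366 ± 1377 in the salt-treated *PtSnRK2.7* overexpressor. Its log2 changes with salt were 2.69 (SE 0.69, adjusted p = 0.008) and 6.66 (SE 0.69, adjusted p = 1.3e-05) from limma. The wild-type change of *COR15A* was 1.7, 3.51 and 2.85 without wild-type salt replicates 1, 2 and 3 in turn. *AT4G33550*, a gene of the lipid transfer protein family, rose from 389.8 ± 107 to 1694 ± 1428 in the wild-type and from 239.8 ± 14.5 to 4415 ± 581 in the overexpressor (log2 changes of 1.72, SE 0.51, adjusted p = 0.016, and of 4.2). The wild-type change of *AT4G33550* was 1.03 (adjusted p = 0.049), 2.49 (adjusted p = 1.0e-05) and 1.63 (adjusted p = 0.054) without wild-type salt replicates 1, 2 and 3 in turn. *CWINV5*, a cell wall invertase gene, rose from 29.9 ± 1.85 to 306 ± 314 and from 82.0 ± 17.2 to 678 ± 120.0 (2.77 and 3.06). In the wild-type, *CWINV5* changed by 1.92, 3.56 and 2.84 without the same arrays in turn.

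*AT4G18280* had a signal of 292 ± 12.8 and 810.2 ± 687 in the mock- and salt-treated wild-type, a log2 change of 1.11 (SE 0.43, adjusted p = 0.062), which passed when adjusted over the list alone, and without wild-type salt replicates 1, 2 and 3 in turn it was 0.44 (adjusted p = 0.201), 1.72 (adjusted p = 3.3e-04) and 1.16 (adjusted p = 0.104). In the overexpressor it rose from 245 ± 14.7 to 2970.2 ± 458 (3.59, SE 0.43, adjusted p = 4.1e-05). *GASA3* and *AT1G52690* are not analyzed here.

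The interaction was 3.97 (SE 0.98, adjusted p = 0.111) for *COR15A*, 2.48 (adjusted p = 0.171) for *AT4G33550*, 2.49 (adjusted p = 0.111) for *AT4G18280* and 0.28 (adjusted p = 0.933) for *CWINV5*, so none of the 4 passed by limma, 3 did at an unadjusted p under 0.05, and the same 3 did when adjusted over the list alone. The 3 genes of the annotation passed as a set (adjusted p = 5.8e-04, camera; adjusted p = 0.229 with an estimated correlation). The salt-treated wild-type arrays spread widely for these genes. Without wild-type salt replicate 1 or 2 the interaction of *COR15A* (adjusted p = 0.0056 and 0.044), *AT4G33550* (0.014 and 0.031) and *AT4G18280* (0.0024 and 0.024) passed the test, and without replicate 3 it did not (0.193, 0.236 and 0.189). The interaction of *CWINV5* turned to -0.50 without replicate 2 (adjusted p = 0.697). The authors chose the 6 genes from these arrays, so their direction is not independent evidence.

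**Figure D4:**
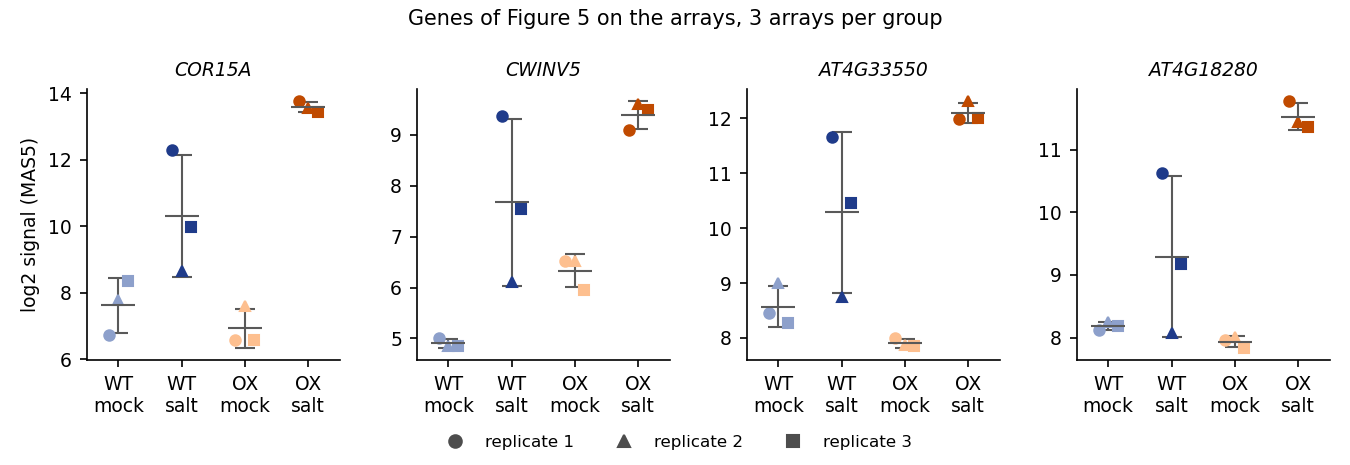
Signals of *COR15A*, *CWINV5*, *AT4G33550* and *AT4G18280* on the 12 arrays (log2 of the MAS5 signal), grouped by genotype and treatment. Points are arrays, with 1 marker shape per replicate number, and bars are means ± SD of the log2 signal. On the linear scale, the SD of *COR15A* in the salt-treated wild-type is 2495 around a mean of 2142.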

The results showed that the tested genes were actively upregulated by salt treatment in the *PtSnRK2.7* overexpressors compared with the wild-type and vector control (Figure 5). Our data also demonstrated that *PtSnRK2.5* overexpression had similar effects on the expression of these genes. Thus, it is supposed that *PtSnRK2.5* overexpression affected the transcriptome in a similar fashion to *PtSnRK2.7* overexpression.

**Figure 5:**
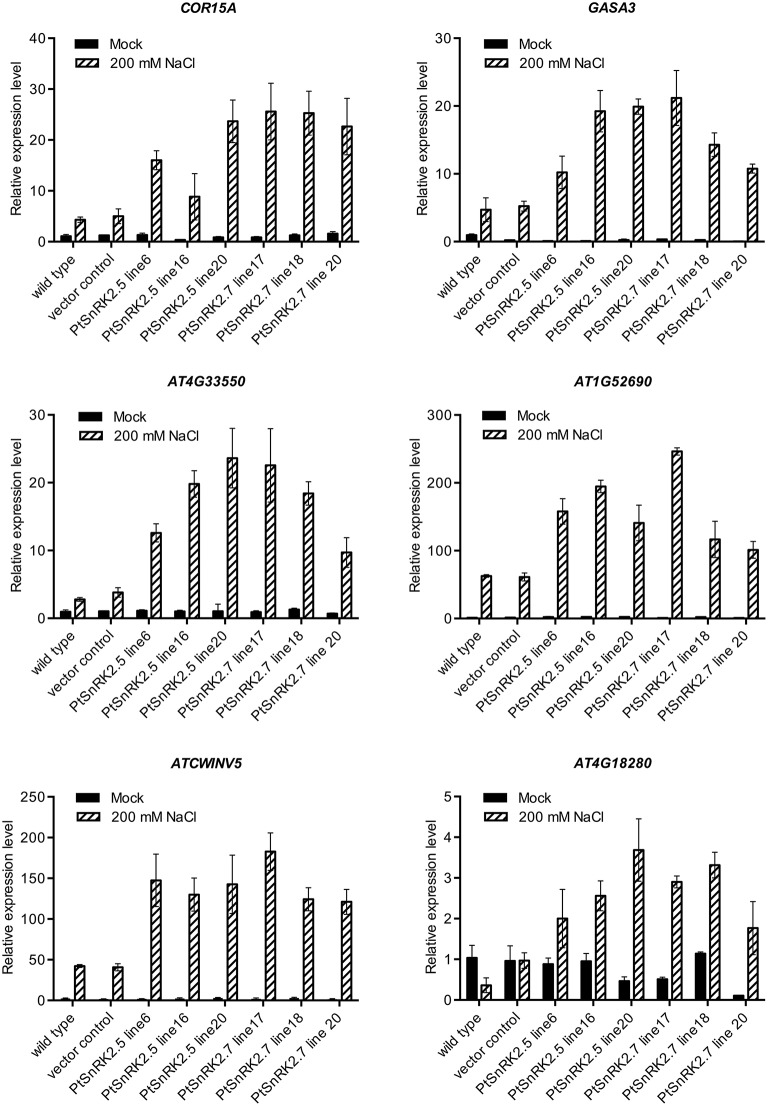
**Quantitative RT-PCR analysis of transcript levels of COR15A, GASA3, At4G33550, AtCWINV5, *At1G52690*, and *At4G18280* in the wild-type, vector control, and overexpressors of *PtSnRK2.5* and *PtSnRK2.7***. Seedlings treated with or without 200 mM NaCl for 2 days were analyzed. Results are means ± SE (*n* = 3).

It has been reported that the overexpression of Arabidopsis *AtSnRK2.8* enhanced the stress tolerance of Arabidopsis, probably through the continuous upregulation of key genes for stress responses, such as *RD29A, COR15A, AtGolS3, DREB1A*, and *PKS18* (Umezawa et al., 2004). However, our results showed that overexpression of poplar *SnRK2* genes did not constitutively induce these well-known stress responsive genes. 

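Of the earlier SnRK2 targets, *COR15A* and *RD29A* were measured on the arrays. Under mock treatment, *COR15A* had a signal of 219 ± 112 (SD, n = 3 arrays) in the wild-type and 129.6 ± 57.1 in the *PtSnRK2.7* overexpressor, a log2 difference of -0.69 (SE 0.69, adjusted p = 0.856) from limma. Neither gene passed the test under mock treatment, and neither did at an unadjusted p under 0.05 or when adjusted over the list alone. After salt, *RD29A* reached a signal of 1787 ± 1989 in the wild-type and 4435 ± 92.1 in the overexpressor, a log2 difference of 1.98 (SE 0.59, adjusted p = 0.101), and its interaction was 1.93 (SE 0.83, adjusted p = 0.378). Without wild-type salt replicates 1, 2 and 3 in turn, the difference of *RD29A* between the salt-treated genotypes was 2.91, 1.2 and 1.83 (adjusted p = 7.4e-04, 0.114 and 0.225) and its interaction was 2.86, 1.16 and 1.78 (adjusted p = 0.0099, 0.332 and 0.495). *AtGolS3*, *DREB1A* and *PKS18* are not analyzed here. *RD29A* was paired through the paper's tables, which is not independent evidence for its salt response.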

Rather, the high salt stress tolerance of the *PtSnRK2* overexpressors may be explained by changes in transcriptomic regulation for a wide range of metabolic regulatory genes (Figures 4, 5; Table 1 and Tables S1–S10). It is notable that the genes related to anion transport activity were upregulated in the *PtSnRK2.7* overexpressor specifically, because similar effects on ion homeostasis-related genes were reported in the case of overexpression of rice *SAPK4* (Diédhiou et al., 2008). Moreover, a comparative transcriptomic analysis using salt-tolerant and non-tolerant species of poplar indicated that prominent factors for high salt tolerance were not overexpression of the stress responsive pathway, but rather enhanced activities for osmotic adjustment, ion compartmentalization, and detoxification of reactive oxygen species in poplar (Chen and Polle, 2010). Thus, our results may reflect differences in the regulatory targets of SnRK2 proteins between AtSnRK2 and PtSnRK2, which could be related to diversified molecular strategies of stress adaption in each plant species, as suggested by Zhang et al. (2014). 

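Salt responses of anion transporter genes were compared between the *PtSnRK2.7* overexpressor and the wild-type. The difference in log2 response, overexpressor minus wild-type, was 1.34 (SE 0.66, adjusted p = 0.453) for the nitrate transporter gene *NRT1.8*, -0.08 (SE 0.46) for the anion channel gene *SLAH3* and 0.13 (SE 0.31) for the sulfate transporter gene *SULTR4;1*. For the vacuolar nitrate transporter gene *NRT2.7* it was 0.54 (SE 0.21, adjusted p = 0.307). None of the 10 measured genes passed the interaction test from limma, 1 (*NRT2.7*) did at an unadjusted p under 0.05, and none did when adjusted over the list alone, or without wild-type salt replicate 1, 2 or 3. The 10 differences ranged from -0.54 to 1.34. Comparing the salt-treated genotypes directly, *NRT2.7* had a signal of 413 ± 43.7 (SD, n = 3 arrays) in the wild-type and 630.4 ± 94.1 in the overexpressor, a log2 difference of 0.61 (SE 0.15, adjusted p = 0.053), which passed when adjusted over the list alone.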

Future comparative analyses on the mode of actions of SnRK2 proteins derived from different plant species may provide important information on novel strategies to improve stress tolerance of crops and other useful plants.

## Author contributions

XS designed and performed the experiments, and drafted the manuscript. MO designed the experiments, analyzed the data, and wrote the manuscript. XY and CH contributed to the data analysis. QZ and TD drafted the manuscript. All authors contributed to and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Figure S1 **RT-PCR analysis of seedlings of the wild-type, vector control, and overexpressors of *PtSnRK2.5* and *PtSnRK2.7***.

Figure S2 **Primary screening of transgenic Arabidopsis overexpressing PtSnRK2 genes for the salt tolerance**. Seedlings of the d975 (positive control), vector control, and overexpressors of *PtSnRK2* genes were treated with 200 mM NaCl, and checked their survival rates after 3, 4, and 5 days of NaCl treatment. A part of results for the transgenic lines of *PtSnRK2.5* **(A)** and *PtSnRK2.9* **(B)** treated with 200 mM NaCl for 4 days were shown.

Table S1 **Differentially expressed genes between the wild type and PtSnRK2.7 overexpressor (FC>2, *p* < 0.05)**.

Table S2 **Upregulated 337 genes in the wild type by the salt treatment (FC>3, *p* < 0.01)**.

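Table S2 gives for each probe set its gene, a *p*-value, a corrected *p*-value and the fold change between the salt- and mock-treated wild-type, and Tables S3–S5 give the same columns for the other lists. All 337 probe sets of Table S2 changed in the same direction in the signals analyzed here. For 312 of them the fold change was within 0.01 on the log2 scale, and for 310 the *p*-value was within 1% of the methods' t-test on these signals. The paper's corrected *p*-values of Table S2 range from 0.0290 to 0.0898, so 0 of the 337 lie under 0.01, whereas 337 of its uncorrected *p*-values do. In Table S3 the corrected values range from 0.0506 to 0.0896 and 0 of 120 lie under 0.01, in Table S4 371 of 631 do, and in Table S5 399 of 698 do. The methods' t-test passed 470 probe sets as higher in the wild-type here, of which 330 are in Table S2. Their median signal was 1408, and that of the other 140 was 186. By limma, 334 of the 337 probe sets passed as well.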

Table S3 **Downregulated 120 genes in the wild type by the salt treatment (FC>3, *p* < 0.01)**.

Table S4 **Upregulated 631 genes in the PtSnRK2.7 overexpressor by the salt treatment (FC>3, *p* < 0.01)**.

Table S5 **Downregulated 698 genes in the PtSnRK2.7 overexpressor by the salt treatment (FC>3, *p* < 0.01)**.

Table S6 **GO term analysis on wild-type-specific upregulated genes by salt treatment**.

Table S7 **GO term analysis on PrSnRK2.7 overexpressor-specific upregulated genes by salt treatment**.

Table S8 **GO term analysis on commonly upregulated genes between the wild type and PtSnRK2.7 overexpressor by salt treatment**.

Table S9 **GO term analysis on PrSnRK2.7 overexpressor-specific downregulated genes by salt treatment**.

Table S10 **GO term analysis on commonly downregulated genes between the wild type and PtSnRK2.7 overexpressor by salt treatment**.

Table S11 **Oligonucleotides used in this paper**.

## Abbreviations

SnRK2: SNF1-related protein kinases 2
ABA: abscisic acid.

How the deposited data were processed for this re-analysis (not part of the article)

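Transcripts were measured with Affymetrix ATH1 GeneChips in 12 RNA samples from Arabidopsis seedlings, 3 biological replicates in each of 4 groups. The groups were the wild-type and *PtSnRK2.7* line 20, mock-treated or exposed to salt (200 mM NaCl) over 2 days. Each array came from its own sample, and the condition of each was taken from its label. According to the deposited record, the authors turned the scanned probe intensities into signals with MAS5, and the intensity values analyzed here are these signals as deposited, on a linear scale, 1 per probe set and array, brought by the authors to a common trimmed mean. Detection calls and the scans themselves were not used here. The number of arrays limits the precision of every value.

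Of 22810 probe sets, the 64 Affymetrix controls were left out and 22746 were tested. Their log2 signals were fitted with limma 3.58.1 in R 4.3.3 as 4 group means, with moderated variances that follow an intensity trend. From this fit came the salt response in each genotype, the difference between the genotypes under mock treatment and under salt, and the interaction of genotype and salt. Adjusted p are Benjamini-Hochberg values over all probe sets tested, and tests are two-sided. The thresholds were an adjusted p under 0.01 and a fold change above 3 for salt, an adjusted p under 0.05 and a fold change above 2 for the genotype, and an adjusted p under 0.05 for the interaction. The methods' t-test, which allows unequal variances and uses only the groups compared, was run on the same signals. On simulated data with known changes, the salt comparison in the overexpressor recovered 93.5% of changes of log2 2 and 99% of changes of log2 3. It recovered 0% of changes of log2 1, which lie under the fold limit. All simulated changes were placed in probe sets above the median of the wild-type mock signal, with an equal spread in every group. The rates, those of the interaction included, do not cover low signals or the wider spread of the salt-treated wild-type.

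A probe set was named after a gene where the annotation or, failing that, the paper's tables paired it with that gene alone. This held for 14205 probe sets. Another 559 had several genes, the 2 sources conflicted for 2, and 7980 had no gene. There were 36 gene lists with 557 entries (538 distinct genes), and 3 of them, on senescence, seed storage and ABA biosynthesis, had no measured member. Where a gene had more than 1 probe set, the one with the highest mean signal was used. Members of a list were counted at an adjusted p under 0.05. Lists with at least 3 members paired through the annotation were also tested against all other probe sets with limma's camera, at a preset correlation of 0.01 between genes and at an estimated one.

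The genes named in the text were those the paper names, the 10 most positive and 10 most negative of each comparison among probe sets past its threshold, and up to 4 members of each list with the smallest adjusted p, with exceptions. For the second group, a probe set also had to be paired with 1 gene, to show no overlap between the arrays of the groups compared (except for the interaction), and to have a mean log2 signal in the higher group above the median of all probe sets. Only some of these genes are printed.

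Alternatives were quantile normalization, median centring, a floor at the 20th percentile of each array, a filter that kept probe sets with a mean above the 40th percentile, fits without the intensity trend, with array quality weights, with only the groups compared or with the replicate number as a block, other thresholds, the methods' t-test, and leaving out each array in turn. Splits of the arrays into other groups of the same sizes were counted for each comparison, 10 for each comparison of 3 arrays with 3 and 100 for the interaction. GO terms were not tested again, because the background set of genes behind the paper's terms was not used here. RT-qPCR values, survival, chlorophyll and root growth were not analyzed here.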

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

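The test for a swap between arrays, the test on chloroplast-encoded genes, the tests on the medians of phosphate starvation genes and the methods' t-test without wild-type salt replicate 1 or 3 were chosen only after the result was seen.

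The salt response differed between the genotypes by limma's interaction test in 56 probe sets with a more positive and 12 with a more negative response in the overexpressor. Over 100 splits of the arrays, the real one included, 1 gave as many, with 68 in the real split and 15 at most in another. The splits exchanged genotype labels within each treatment, so they also broke up the genotype differences under mock treatment and under salt. They cannot exclude chance for the interaction alone. The count of 68 was 5 without overexpressor mock replicate 3 and 760 without wild-type salt replicate 2. As sets of genes paired through the annotation, the ABA- and dehydration-responsive genes had a median interaction of 1.77 on the log2 scale (5 genes, adjusted p = 2.6e-04, camera; adjusted p = 0.229 with an estimated correlation). The flavonoid genes had a median of 1.63. The genes measured by RT-qPCR in Figure 5, which the authors chose from these arrays, had a median of 2.49 (3 genes, adjusted p = 5.8e-04 by camera, and adjusted p = 0.229 with an estimated correlation). The sugar starvation genes had a median of -0.40 (3 genes, adjusted p = 0.018, camera; adjusted p = 0.254 with an estimated correlation).

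Between the salt-treated genotypes, a comparison that the paper does not report, limma called 50 probe sets higher and 67 lower in the overexpressor, 26 and 20 without the intensity trend and 2 and 1 with only the groups compared. The total of 117 was 362 and 393 without wild-type salt replicate 1 or 2, and 49, 21 and 48 without wild-type salt replicate 3, overexpressor salt replicate 1 or overexpressor salt replicate 3. It was 77 without overexpressor salt replicate 2 or overexpressor mock replicate 3. Chloroplast-encoded genes, which the paper does not discuss, had a median log2 change with salt of -0.90 in the wild-type and -1.12 in the overexpressor over 69 probe sets, against -0.07 and -0.09 over all probe sets.

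The 6 arrays of each comparison of a pair of groups allow 10 splits, too few for a share under 0.05. The real split called 1960 probe sets for salt in the wild-type, 2329 for salt in the overexpressor, 81 for the genotype under mock treatment and 117 under salt, and another split called at most 0, 0, 0 and 5. For the median difference in log2 salt response, chance cannot be excluded. Over the probe sets higher after salt, the difference was 0.15, reached in 71 of 100 splits (0.70 at most), and over those lower after salt it was -0.28, reached in size in 67 of 100 (0.57 at most in size).

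Wild-type salt replicate 2 lay between the mock arrays and the other salt arrays, as the slope of its change on the overexpressor's mean change showed. After quantile normalization its slope was 0.596 against 0.912 and 0.868 for the other two, which argues against the authors' scaling as the cause, and a swap with a wild-type mock array is argued against by the slopes of those arrays, at most 0.0551 in size. If part of its RNA came from unstressed seedlings, probe sets raised and lowered by salt would reach the same share of their linear-scale change. The median share was 0.440 over 1049 raised probe sets and 0.728 over 1111 lowered ones, a difference of 0.288, which argues against such a mixture. A weaker or later salt response of the seedlings in that sample is a candidate explanation that stays open, since the design gives no test of it.

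By the methods' t-test at an unadjusted p under 0.01, salt called 1765 probe sets in the overexpressor and 673 in the wild-type, 2.62 times as many. With replicate 2 of the salt-treated wild-type left out and 2 salt arrays in each genotype, the totals were 1202 (median over the overexpressor arrays left out) and 981, 1.23 times as many, so this array may account for much of the difference. Leaving it out also moved the wild-type medians of the paper's lists for the overexpressor alone, from 1.76 to 2.11 and from -1.74 to -2.08. The spread it adds and its weaker response cannot be told apart here. The wild-type total was 269 and 249 without replicate 1 or 3. Of the probe sets that the paper lists for the overexpressor alone, 1.82% passed the interaction test, which on simulated data found 39% of differences of log2 1, and this is above the lists' median gaps of 0.48 and -0.35, which were 0.16 and -0.03 without wild-type salt replicate 2. A salt response that differs between the genotypes is not excluded by the test and stays open as a cause, with gaps that depend on that array.

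Genes of flavonoid synthesis and of phosphate starvation were lower in the mock-treated overexpressor, with a median log2 difference of -1.67 over the 7 flavonoid genes paired through the annotation and of -1.58 over 11 phosphate starvation genes paired through the paper's tables. The median of the flavonoid genes was -1.71 after quantile normalization and -1.70 after median centring, which argues against the authors' scaling as the cause for these genes. The median of the 11 phosphate starvation genes was -1.63 and -1.61. Whichever of the 6 mock arrays was left out, the medians were at most -1.51 and -1.44. For the flavonoid genes this argues against a single array. The phosphate starvation genes were paired only through lists of probe sets that the authors had called on these same arrays. Their medians were likely to stay low for that reason and decide neither question. An effect of the transgene, an effect of its insertion in the 1 line analyzed and a difference in growth conditions between the genotypes stay open as untested explanations.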

How the results depend on the processing

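The methods' t-test without single arrays was chosen only after the result was seen. Apart from fewer arrays or probe sets, smaller fold changes admitted and unadjusted p, which change a count by construction, the cause was not tested. With no fold limit, salt called 2748 probe sets higher and 3430 lower in the wild-type and 2847 and 3900 in the overexpressor, with 30 higher in the overexpressor under mock treatment and 279 higher and 178 lower under salt. At an unadjusted p from limma, 182 were higher and 366 lower under mock treatment, 310 and 448 under salt, and 1373 and 1369 had a more positive or more negative interaction. By the methods' t-test at an unadjusted p, salt called 470 higher and 203 lower in the wild-type, and the genotypes differed in 94 and 180 under mock treatment and in 125 and 146 under salt. After Benjamini-Hochberg adjustment the t-test left 0 in each of these, and 366 higher and 365 lower with salt in the overexpressor. Without wild-type salt replicates 1, 2 and 3 in turn, the unadjusted t-test called 159, 562 and 155 higher and 110, 419 and 94 lower in the wild-type. Without the intensity trend, 6 were higher and 30 lower under mock treatment, 26 and 20 under salt, and 1 and 2 had an interaction. With array quality weights these counts were 51 and 142, 319 and 389, and 710 and 572, and the median difference in response over the probe sets higher after salt turned to -0.12. The weights of wild-type salt replicates 1, 2 and 3 were 0.37, 0.23 and 2.45, so replicate 3 dominated the salt-treated wild-type in this setting. With only the groups compared, 27 were higher under mock treatment and 2 were higher and 1 lower under salt, and the interaction, which needs all 4 groups, was not run. A filter on low probe sets left 795 lower with salt in the overexpressor and 109 and 42 with an interaction. Median centring gave 145 and 25 with an interaction and quantile normalization 22 more negative. The share lower among probe sets called between the salt-treated genotypes went from 57.3% to 46.3% after quantile normalization (58 higher, 50 lower) and 47.5% after median centring (74 and 67). With the replicate number as a block, 17 were more positive and 1 more negative, 14 of 21 single interaction calls were lost, and the photosystem, chlorophyll and cell division lists in the wild-type had an adjusted p of 0.0538 by camera. The replicate numbers do not pair the arrays, since the correlations of 18 pairs with the same number lay between -0.0715 and 0.0904.

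Leaving out each array in turn moved the wild-type salt counts from 831 (without wild-type salt replicate 3) to 1319 (without wild-type salt replicate 2) higher and from 604 (replicate 1) to 1478 (replicate 2) lower. In the overexpressor they ranged from 991 to 1149 higher and from 1092 to 1272 lower. Under mock treatment the range was 4 (without overexpressor mock replicate 3) to 21 (without wild-type salt replicate 2) higher and 30 to 107 lower with the same arrays. Under salt it was 14 (without overexpressor salt replicate 1) to 168 (without wild-type salt replicate 2) higher and 7 to 233 (without wild-type salt replicate 1) lower. More positive interactions ranged from 4 (without overexpressor mock replicate 3) to 466 and more negative ones from 1 (without wild-type mock replicate 2) to 294, both highest without wild-type salt replicate 2. The median difference in response ranged from -0.15 (without wild-type salt replicate 2) to 0.32 over the probe sets higher after salt and from -0.54 (without replicate 1) to 0.12 (without replicate 2) over those lower. Over the single-gene calls that had passed, 7734 values under alternatives kept their direction and their side of the threshold, 812 kept their direction and no longer passed, and 0 reversed. Most of these calls are salt responses, and calls that involve the genotype were less stable. Without the intensity trend, 20 interaction calls were lost and 1 was kept. For the genotype, 14 were lost and 1 kept under salt, and 24 were lost and 15 kept under mock treatment. With only the groups compared, all 15 genotype calls under salt were lost. A floor at the 20th percentile moved none of the counts by more than 1.5 times, and without detection calls a low signal was not told from background.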

Differences from the paper's values

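The paper states a fold change above 2 and p under 0.05 for the genotype and a fold change above 3 and p under 0.01 for salt, and its methods name Benjamini-Hochberg correction. The *p*-values of its tables pass these limits uncorrected. The counts here used the same limits on adjusted p from limma, so the kind of p differs. Under mock treatment, the paper's number of genes higher in the overexpressor is 30, and 14 probe sets were higher here. Of the alternatives set before the data were examined, the fit of only the groups compared (27), no fold limit (30) and leaving out wild-type salt replicate 2 (21) brought it within 1.5 times of the paper's number, and no other did.

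For salt in the wild-type, the paper gives 337 genes higher, and 1052 probe sets were higher here. Only the methods' t-test at an unadjusted p (470) came within 1.5 times among the alternatives set before the data were examined. The paper gives 120 genes lower in the wild-type, and 908 probe sets were lower here. No alternative of that kind came within 1.5 times. The methods' t-test at an unadjusted p did so without wild-type salt replicate 1 (110) or replicate 3 (94), a setting that was chosen after seeing the values and that drops 81 and 90 of the 120 probe sets the paper lists.

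For salt in the overexpressor, the paper gives 631 genes higher and 698 lower, and 1111 and 1218 probe sets were called here. For those higher, the filter on low probe sets (812) and the methods' t-test at an unadjusted p (856) came within 1.5 times. For those lower, median centring (1001), the same filter (795) and the same t-test (909) did, and no other alternative did for either. The paper states that more than 5 times as many genes were lower in the overexpressor as in the wild-type. The ratio was 1.34 here, and 4.48 by the methods' t-test at an unadjusted p, the 1 alternative within 1.5 times. Leaving out wild-type salt replicates 1, 2 and 3 in turn gave 2.09, 0.861 and 1.57 by limma, and 8.26, 2.17 and 9.67 by the methods' t-test, a setting chosen after seeing the values. The overexpressor kept all its salt arrays in these ratios, which favors it by the t-test.

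By the paper's tables, 113 probe sets were higher with salt in the wild-type alone, and 257 were here. The filter on low probe sets (150), the fit of only the groups compared (168), the methods' t-test at an unadjusted p (166) and leaving out wild-type salt replicate 1 (156) or 3 (150) came within 1.5 times, and no other alternative did. The paper's tables hold 224 that were higher in both genotypes, against 795 here and 304 by the methods' t-test at an unadjusted p, and 63 that were lower in both, against 649 here and 91 by the same t-test. For both of these no other alternative came within 1.5 times. The paper's tables hold 57 that were lower in the wild-type alone, against 259 here, and no alternative came within 1.5 times.

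The paper states that anion transport genes rose in the overexpressor specifically. That statement rests on GO terms for the genes it called in the overexpressor alone, and GO terms were not tested again here. Of a separate list of 42 anion transporter genes, 10 were measured, 9 of them paired through the paper's tables alone. At an adjusted p under 0.05 with no fold limit, 7 of the 10 rose in both genotypes. By limma 0 passed the interaction test, with 1 at an unadjusted p under 0.05. These genes need not be those behind the paper's terms. For the genes of Figure 5 that were measured and for *RD29A*, the fold changes with salt in the overexpressor did not differ from those of the paper's tables.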

Other observations

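The genes of the comparison between the salt-treated genotypes outside the lists, the tests on chloroplast-encoded genes and on degraded RNA and the tests of list members without single wild-type salt arrays were chosen only after the result was seen. Under salt, 8 of 17 measured genes of the ABA and dehydration response were higher in the *PtSnRK2.7* overexpressor than in the wild-type at an adjusted p under 0.05 from limma, and 11 when adjusted over the list alone. The galactinol synthase gene *GOLS1* had a signal of 858 ± 172 (SD, n = 3 arrays) in the salt-treated wild-type and 1996 ± 107 in the salt-treated overexpressor, a log2 difference of 1.24 (SE 0.17, adjusted p = 0.005) from limma. The cold-regulated gene *COR413IM1* was higher by 2.82, *COR15B* by 1.09 and the dehydrin gene *ERD10* by 1.53 on the log2 scale. Most of these genes were paired through the paper's tables, and the 5 paired through the annotation were higher as a set (adjusted p = 6.2e-05, camera; adjusted p = 0.214 with an estimated correlation). Without wild-type salt replicates 1, 2 and 3 in turn, 11, 9 and 1 of the 17 were higher and 0, 1 and 0 lower, and without overexpressor salt replicates 1, 2 and 3 in turn 1, 2 and 1 were higher. Without the intensity trend 1 was higher, *GOLS1*, and with only the groups compared 0 were. Outside the list, *CYP97B3* was higher by 1.97 (adjusted p = 9.7e-06, limma), the cell wall gene *XTH32* by 1.36 and the wax synthesis gene *CER1* by 1.38. *AT1G52070* (-2.13), the extensin gene *ATEXT3* (-1.72), *PCC1* (-1.67) and the receptor-like kinase gene *CRK7* (-1.46) were lower. Of 10 measured defense genes, the transcription factor gene *WRKY70* was lower (-0.91, SE 0.19, adjusted p = 0.034). Of these 8 genes other than the ABA list, *CYP97B3*, *XTH32* and *ATEXT3* passed without the intensity trend, and with only the groups compared *CYP97B3* alone did. Beyond these 8, *AT1G15010* was higher (1.95) and *AT4G26310* lower (-1.96), and both passed in each setting. Their adjusted p from limma were 0.036 and 0.00083 without the intensity trend, and 0.027 and 0.011 with only the groups compared.

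Of the lists on phosphate, sulfur, lipid and flavonoid genes, which had members lower in the mock-treated overexpressor, salt raised more members than it lowered in both genotypes. It raised 7 of 11 measured phosphate starvation genes in the wild-type and 11 in the overexpressor, 8 and 9 of 9 sulfur deficiency genes, and 3 and 4 of 4 genes of galactolipid and sulfolipid synthesis. Of 9 flavonoid genes, 4 rose and 2 fell in the wild-type, and 6 rose and 2 fell in the overexpressor. Between the salt-treated genotypes, 0 genes of these lists differed by limma, and at an unadjusted p under 0.05 it was 3 lower phosphate genes, 1 lower lipid gene, 3 higher and 1 lower flavonoid genes and 0 sulfur genes. Without wild-type salt replicate 1, 1 phosphate gene was lower and 1 flavonoid gene was higher, and without replicate 2, 1 sulfur gene was lower and 1 flavonoid gene was higher. The interaction test from limma passed for 3 phosphate genes and 4 flavonoid genes (10 and 8 when adjusted over the list alone) and for 0 of the sulfur and lipid genes (7 and 3 at an unadjusted p under 0.05, and the same numbers when adjusted over the list alone). Without wild-type salt replicates 1, 2 and 3 in turn, it passed for 4, 6 and 3 phosphate genes, 7, 8 and 1 flavonoid genes, 5, 4 and 0 sulfur genes and 1, 2 and 0 lipid genes. The phosphate and lipid genes and most sulfur genes were paired through the paper's tables, which is not independent evidence of their direction or of the share that changed.

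Of 5 measured iron deficiency genes, 3 fell and 1 rose with salt in the wild-type and 4 fell in the overexpressor. The nicotianamine synthase gene *NAS1* changed by -2.56 and -2.55 and the regulator gene *BHLH39* by -3.86 and -3.72 on the log2 scale (-2.96 in the overexpressor with a floor at the 20th percentile), and *AT3G13610*, a gene of coumarin synthesis, by 0.60 and -0.46. *AT3G13610* was lower in the salt-treated overexpressor than in the salt-treated wild-type (-0.89, SE 0.17, adjusted p = 0.026, and adjusted p = 0.086 without the intensity trend), and its interaction was -1.06 (SE 0.24, adjusted p = 0.085) from limma. Of 5 measured genes of glutathione transferases and antioxidant enzymes, 4 rose and 1 fell in both genotypes, among them *GSTU4* (4.71 and 5.67), *GSTU24* (2.53 and 2.29) and the superoxide dismutase gene *CSD2* (-0.92 and -1.75). The proline dehydrogenase gene *AT5G38710* rose by 2.19 and 1.43. The clock genes *RVE1* (-1.64 and -1.66) and *GI* (-0.57 and -0.56) fell. Of 4 measured reference genes, *AT4G34270* changed by -0.35 in the wild-type and by 0.38 in the overexpressor, and the other 3 did not pass the test. Of 2 measured root hair and root epidermis genes, 0 passed by limma with salt in either genotype, and 0 did at an unadjusted p under 0.05. Under mock treatment, the jasmonate synthesis gene *LOX2* (-1.51, SE 0.17, adjusted p = 0.0015), the defense regulator genes *WRKY70* (-1.33) and *WRKY54* (-1.65) and the glucosinolate gene *FMO GS-OX3* (-1.04) were lower in the overexpressor.

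Of 69 probe sets of chloroplast-encoded genes, 49 fell and 0 rose with salt in the wild-type by limma (54 and 0 at an unadjusted p under 0.05), and 56 fell and 1 rose in the overexpressor. As a set they were lower than the other probe sets by limma's camera (p = 3.4e-10 and 1.4e-11), which was lost with an estimated correlation (p = 0.140 and 0.116). Their median in the wild-type was -0.92 after quantile normalization and -0.86 after median centring. No probe set of the 69 passed the interaction test from limma, and 2 were more positive and 2 more negative at an unadjusted p under 0.05.

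That wild-type salt replicate 2 held degraded RNA was tested on the ratios of the 3' to the 5' control probe sets. For 0 of the 3 control transcripts was the ratio higher on this array than on the other 11, which argues against degradation.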
